# Integrative microRNAome analysis of skeletal muscle of *Colossoma macropomum* (tambaqui), *Piaractus mesopotamicus* (pacu), and the hybrid tambacu, based on next-generation sequencing data

**DOI:** 10.1186/s12864-021-07513-5

**Published:** 2021-04-06

**Authors:** Bruno E. A. Fantinatti, Erika S. Perez, Bruna T. T. Zanella, Jéssica S. Valente, Tassiana G. de Paula, Edson A. Mareco, Robson F. Carvalho, Silvano Piazza, Michela A. Denti, Maeli Dal-Pai-Silva

**Keywords:** miRNAoma, Skeletal muscle, Fish

## Abstract

**Background:**

*Colossoma macropomum* (tambaqui) and *Piaractus mesopotamicus* (pacu) are good fish species for aquaculture. The tambacu, individuals originating from the induced hybridization of the female tambaqui with the male pacu, present rapid growth and robustness, characteristics which have made the tambacu a good choice for Brazilian fish farms. Here, we used small RNA sequencing to examine global miRNA expression in the genotypes pacu (PC), tambaqui (TQ), and hybrid tambacu (TC), (Juveniles, *n* = 5 per genotype), to better understand the relationship between tambacu and its parental species, and also to clarify the mechanisms involved in tambacu muscle growth and maintenance based on miRNAs expression.

**Results:**

Regarding differentially expressed (DE) miRNAs between the three genotypes, we observed 8 upregulated and 7 downregulated miRNAs considering TC vs. PC; 14 miRNAs were upregulated and 10 were downregulated considering TC vs. TQ, and 15 miRNAs upregulated and 9 were downregulated considering PC vs. TQ. The majority of the miRNAs showed specific regulation for each genotype pair, and no miRNA were shared between the 3 genotype pairs, in both up- and down-regulated miRNAs. Considering only the miRNAs with validated target genes, we observed the miRNAs miR-144-3p, miR-138-5p, miR-206-3p, and miR-499-5p. GO enrichment analysis showed that the main target genes for these miRNAs were grouped in pathways related to oxygen homeostasis, blood vessel modulation, and oxidative metabolism.

**Conclusions:**

Our global miRNA analysis provided interesting DE miRNAs in the skeletal muscle of pacu, tambaqui, and the hybrid tambacu. In addition, in the hybrid tambacu, we identified some miRNAs controlling important molecular muscle markers that could be relevant for the farming maximization.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07513-5.

## Background

*Colossoma macropomum* (tambaqui) and *Piaractus mesopotamicus* (pacu) are fish species that have widely accepted in the consumer market. In addition, they present desirable characteristics for an intensive breeding environment as rapid growth and optimal adaptation to artificial feeding [1].

Noncoding RNAs have become a very important tool for carrying out different types of evolutionary and expression profile experiments. In such way, many databases and protocols for annotation have been developed [2–4].

It is known that Hybrid individuals possess desirable characteristics for production, such as high growth rate, higher resistance to disease, and higher quality of meat [5]. For this reason, several producers have chosen to cultivate the hybrid between the induced crossing of the tambaqui female and the pacu male, the tambacu. Tambacu, in spite of the few genetic information, has the capacity to be more resistant to parasites and stress [6]. Furthermore, tambacu is considered a fish with great potential for Brazilian aquaculture, since it presents a high and fast growth rate, including the skeletal muscle and higher resistance to low temperatures, which contribute to increasing their rusticity [7], thus representing an important model to study. The skeletal muscle is directly involved in the growth of the fish, corresponding to about 35–60% of the body weight of the animal [8]. This abundant muscle mass enables the survival of the animals in the aquatic environment and is commercially important for animal production, since it is one of the most important food sources for human diet [9].

With the focus of massive data analysis, non-coding RNAs have been highly explored in recent years considering their strong impact on controlling several biological processes [10, 11]. Among non-coding RNAs, miRNAs (miRNAs), a well reported class of small non-coding RNAs, are known to perform a fine regulation of gene activity in a post-transcriptional mode upon their association with RNA-induced silencing complex (RISC) and binding via base-complementarity to target mRNAs, resulting in their translational repression and/or in their degradation [12, 13].

Some miRNAs are known to be specifically or highly expressed in the cardiac and/or skeletal muscles and have been dubbed “myo-miRs” [14]. In fish, recent studies have brought information regarding the evolution and genomic organization of myo-miRNAs [15].

Considering the important role of miRNAs in cell physiology, the aim of our study was to evaluate the global miRNA profile in skeletal muscle of pacu, tambaqui, and the hybrid tambacu, to investigate differentially expressed miRNAs and the ontology analysis considering the comparison between the hybrid with and its parental genotypes, to better understand the molecular signaling pathways involved in tambacu muscle development, growth, and maintenance. In this way, the present work can be an important source of information to supports studies that address the advantages of adopting hybrids for cultivation, which are still scarce [7].

## Results

Early juvenile fish *Colossoma macropomum*, *Piaractus mesopotamicus*, and hybrid tambacu were studied. 

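Small RNA, the fraction that contains miRNAs, was sequenced from fast muscle, the white fibers that power rapid swimming, of 5 pacu (PC), 5 tambaqui (TQ) and 5 fish of their hybrid tambacu (TC). Each of the 15 libraries came from 1 fish and was read in 50 cycles. The authors clipped adapters, filtered the reads by quality and length, aligned them with Hisat2 to the Danio rerio precursors of miRBase and counted them with featureCounts on each mature sequence, whose place on its precursor came from GMAP. They deposited these counts without normalization, together with the same counts divided by 1 size factor per fish. All tests used the counts without normalization. The total count per fish ranged from 2918058 to 5089685 in PC (median 4769153), from 2422820 to 5669084 in TC (median 4763971) and from 2448658 to 4143529 in TQ (median 2858311). Total counts were higher in PC than in TQ before adjustment (exact permutation test, two-sided, p = 0.0238, adjusted over 3 comparisons p = 0.0714). The other comparisons gave p = 0.0635 (TC vs. TQ, adjusted 0.0952) and p = 0.770 (TC vs. PC) by the same exact permutation test. A count of 0 allows a level of up to 0.463 to 1.33 CPM (counts scaled to the TMM-scaled library size), depending on the fish, for counting error only. The 30 pairs of fish of the same genotype differed by a chi-square per degree of freedom of 94.1 to 4748, far above sampling noise, so each fish was counted as a separate replicate. Counts were scaled by edgeR's TMM method and the genotypes were compared by its quasi-likelihood test, with all 15 fish in 1 fit. A locus was called DE at an absolute log2FC of at least 0.75 and a Benjamini-Hochberg adjusted p (padj) of at most 0.05, the thresholds of the paper. The spread between fish of a genotype corresponded to a biological coefficient of variation of 0.279. The scaling of the libraries, the minimum mean count, the test, the log2FC minimum and the fish included were choices that changed the numbers of DE miRNAs more than 1.5 times in at least 1 comparison.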

All the extracted RNA samples were analyzed by NanoVue (GE Healthcare), and Bioanalyzer (Agilent Technologies) and only samples with a RIN ≥ 8 were selected for the sequencing procedures.

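Raw reads summed to 57376715 in PC, 55492134 in TC and 48058874 in TQ. Adapter clipping left 42480101, 42720612 and 36611767 reads, respectively, and the quality filter left 39296309, 39513638 and 33906594. After the size filter 30132774 reads remained in PC, 29310231 in TC and 24038384 in TQ. Per fish, 52.0% ± 7.00 (SD, n = 5) of the raw reads were left in PC, 53.0% ± 7.82 (SD, n = 5) in TC and 49.8% ± 5.93 (SD, n = 5) in TQ. Over the 15 fish the share was 51.6% ± 6.59 and ranged from 41.6% to 66.4%. The genotypes could not be told apart by this share (exact permutation tests, two-sided, p = 0.786 for TC vs. PC, 0.548 for TC vs. TQ and 0.603 for PC vs. TQ).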

After preprocessing steps, the number of reads decreased to approximately 50% due to the removal of low-quality reads and the adapters, and the removal of sequences not matching the minimum/maximum size corresponding to miRNAs (Fig. 1, Table 1, and Additional file 1). 

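The counts on miRNA loci amounted to 71.9% ± 16.0 (SD, n = 15) of the reads left after the size filter. The share was 75.1% ± 17.3 (SD, n = 5) in PC, 77.8% ± 20.0 (SD, n = 5) in TC and 62.9% ± 6.37 (SD, n = 5) in TQ, and single fish ranged from 43.5% to 90.5%. These differences were within the spread between fish (exact permutation tests, two-sided, p = 0.865 for TC vs. PC, 0.151 for TC vs. TQ and 0.167 for PC vs. TQ). Many mature sequences were counted at several copies, so a count is not always a separate read. With only the copy with the highest count taken per mature name, a choice made after seeing the data, the share was 33.9% ± 7.30 (SD, n = 15). With all copies and the raw reads as denominator, the share was 36.9% ± 8.52 (SD, n = 15).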

We obtained a total alignment average of 51,78%, considering all samples analyzed. As a result of featureCounts processing (see Additional files 2 and 3), a count matrix was generated for each miRNA present in the reference (see Additional file 4). 

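The matrix held 595 loci with 369 mature names, and 346 precursors were in the reference. Counts above 0 were present at 272 loci in at least 1 fish, and up to 245 loci had counts in any single fish. The remaining 323 loci had 0 counts in all 15 fish, among them 170 loci whose annotated place overlapped that of another mature sequence on the same precursor. Counts at 2 or more copies were present for 40 mature names. For 12 of these names the copies had identical counts in every fish, and for 32 the totals of the copies differed by at most 5%. The 3 copies of miR-199-5p took 44.7% ± 4.44 (SD, n = 15) of all counts and the 2 copies of miR-100-5p took 22.8% ± 4.64 (SD, n = 15). The copies of either name had nearly the same totals (8843044 to 8843173 for miR-199-5p). The same reads may therefore be counted several times in these shares. The muscle miRNA miR-1 took 0.149% ± 0.0317 (SD, n = 15).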

As part of the pipeline, Principal Component Analysis (PCA) (Fig. 2a) and Dispersion Analysis (Fig. 2b) were run to cluster the samples based on the expression values and to observe the quality of the data. 

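On the regularized log values of DESeq2, computed blind to genotype over the 272 loci with counts, genotype accounted for 38.4% of the total sum of squares. Among 100000 permutations of the genotype labels none gave a share as large (permutation test, p = 1e-05, the smallest they can give). The first principal component held 30.9% of the variance and the second 16.8%. Between pairs of genotypes the share was 24.8% for TC vs. PC, 35.3% for TC vs. TQ and 35.2% for PC vs. TQ. Each pair gave p = 0.00794 by exact permutation test, the smallest that 5 fish against 5 allow. Compared with the means of the other fish of each genotype, 14 of the 15 fish lay nearest to their own genotype. The exception was PC replicate 4, at a distance of 4.30 from the TQ mean and 4.72 from the PC mean on the log2 scale. Of the alternatives, log2 CPM values moved the share most, to 36.0%, and summing the copies of a mature name gave 40.4%. With each fish left out in turn the share stayed between 37.0% and 42.8%.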

We observed the samples separated into clusters among samples, indicating that the different groups really correspond to different genotypes. Also, the Dispersion Analysis showed that below a mean read count of 10, the dispersion of the data increased dramatically. Thus, miRNAs presenting a mean read count < 10 were filtered out to keep only miRNAs not presenting high dispersion levels.

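The final dispersion of DESeq2 had a median of 1.38 over the 73 loci with a mean normalized count under 10 and of 0.0569 over the 199 loci at or above it, a ratio of 24.2. These are values over loci, and no test was run. Within the range of means from 3 to under 10 the median was 0.210 (13 loci), and from 10 to under 30 it was 0.111 (24 loci). It was 0.0955 at means from 30, 0.0480 from 100 and 0.0382 from 1000. Below a mean of 1, the median of the 37 loci was 15, the upper limit the tool sets for 15 fish. With each fish left out in turn the ratio was between 22.4 and 31.8. The gene-wise estimates before shrinkage moved it most, to 2.33e-07, since at low counts their median lay at the lower limit of the estimate. With edgeR's tagwise dispersions the ratio was 1.92 (medians 0.112 and 0.0583). The loci below the minimum held 0.00299% of all counts.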

**Fig. 1:**
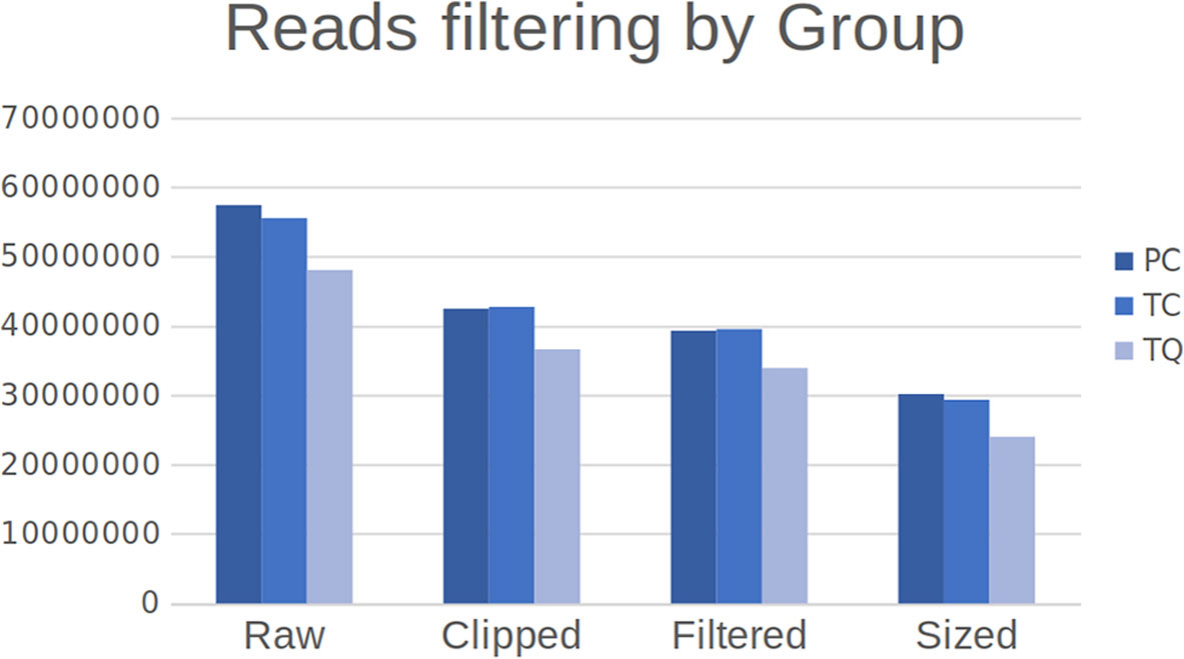
Bar graphs showing the read numbers throughout the filtering process. Raw (raw data after downloading), Clipped (remaining reads after removing adaptors and reads shorter than 17 nt), Filtered (remaining reads after filtering by read quality) and Sized (remaining reads after removing sequences longer than 26 nt)

**Table 1:** Total read numbers throughout the filtering process. Raw (raw data after downloading), Clipped (remaining reads after removing adaptors and reads shorter than 17 nt), Filtered (remaining reads after filtering by read quality) and Sized (remaining reads after removing sequences longer than 26 nt)

Samples	Counts				Overall Remaining (%)
	Raw	Clipped	Filtered	Sized	
PC	57,376,715	42,480,101	39,296,309	30,132,774	52,52
TC	55,492,134	42,720,612	39,513,638	29,310,231	52,82
TQ	48,058,874	36,611,767	33,906,594	24,038,384	50,02
					**51,78**

**Fig. 2:**
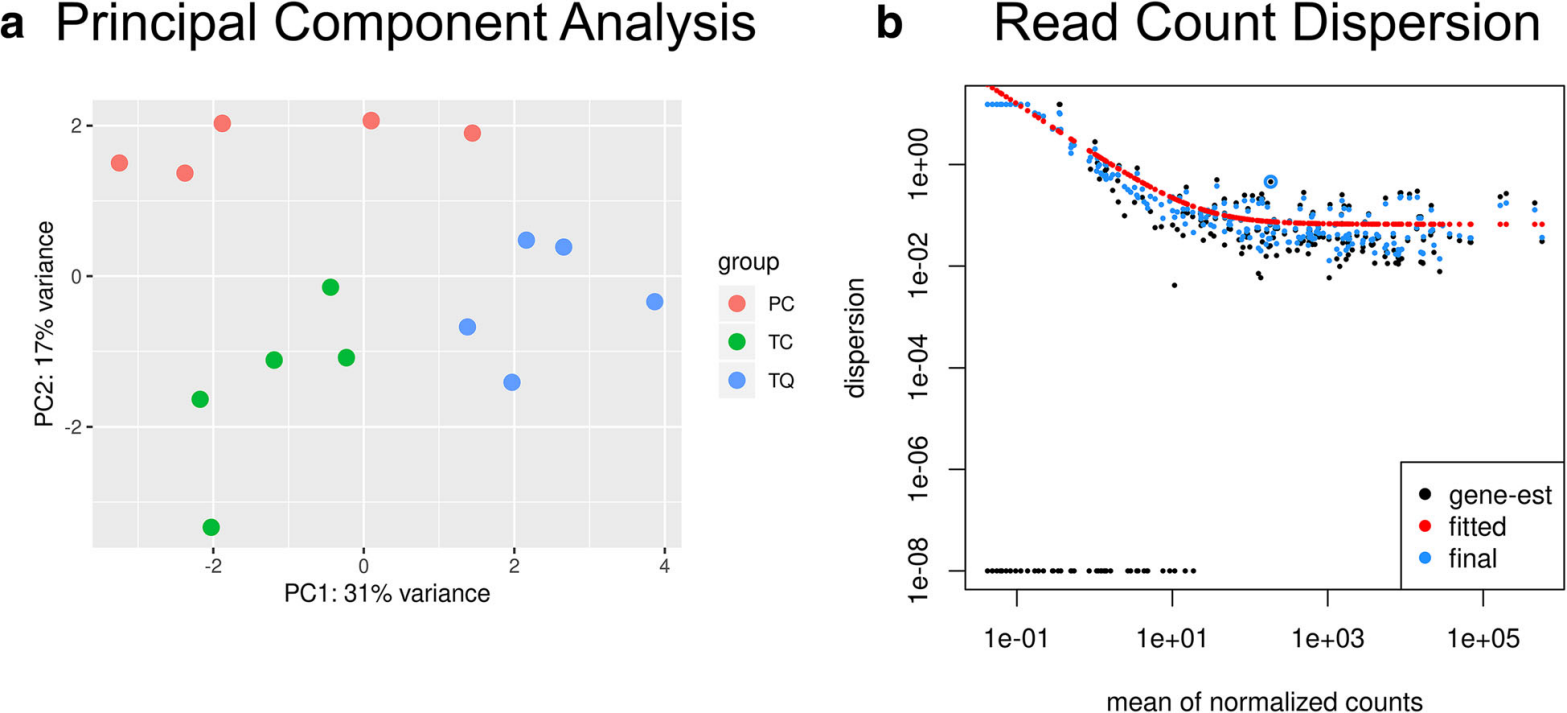
**a**: Principal Component Analysis obtained using the full log-transformed list of mean read-count miRNAs showing the different grouping samples. **b**: Dispersion Plot showing high dispersion values below a mean count of 10

Differentially expressed (DE) miRNAs groups were observed in a row-clustered heatmap containing all the comparison genotype pairs (TC vs. PC, TC vs. TQ, and PC vs. TQ) and all the miRNAs detected as DE (Fig. 3). Based on color histogram, it was possible to observe the variations in terms of expression levels between up-regulated and down-regulated miRNAs throughout the three genotypes analyzed. A relative high number of DE miRNAs are observed in the data. It Is possible to detect such a balance of DE miRNAs, where there is no comparison only with up- or down-regulated miRNAs (Figs. 4 and 5).

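The split between upregulated and downregulated loci was read relative to the median change, which with TMM scaling was a log2FC of 0.02 for TC vs. PC, 0.03 for TC vs. TQ and 0.00 for PC vs. TQ over 199 loci. Both directions were present among the calls of each of these comparisons. With the total counts taken as library sizes the median shifted by -0.15, -0.39 and -0.23, respectively. The calls were then 4 upregulated and 0 downregulated for TC vs. PC, 1 and 30 for TC vs. TQ, and 3 and 11 for PC vs. TQ. With the reads left after the size filter as library sizes, the calls were 3 and 0 for TC vs. PC, 1 and 0 for TC vs. TQ, and 5 and 3 for PC vs. TQ. DESeq2's median-of-ratios size factors moved the medians by at most 0.05 and gave 5 and 3, 18 and 13, and 11 and 10.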

**Fig. 3:**
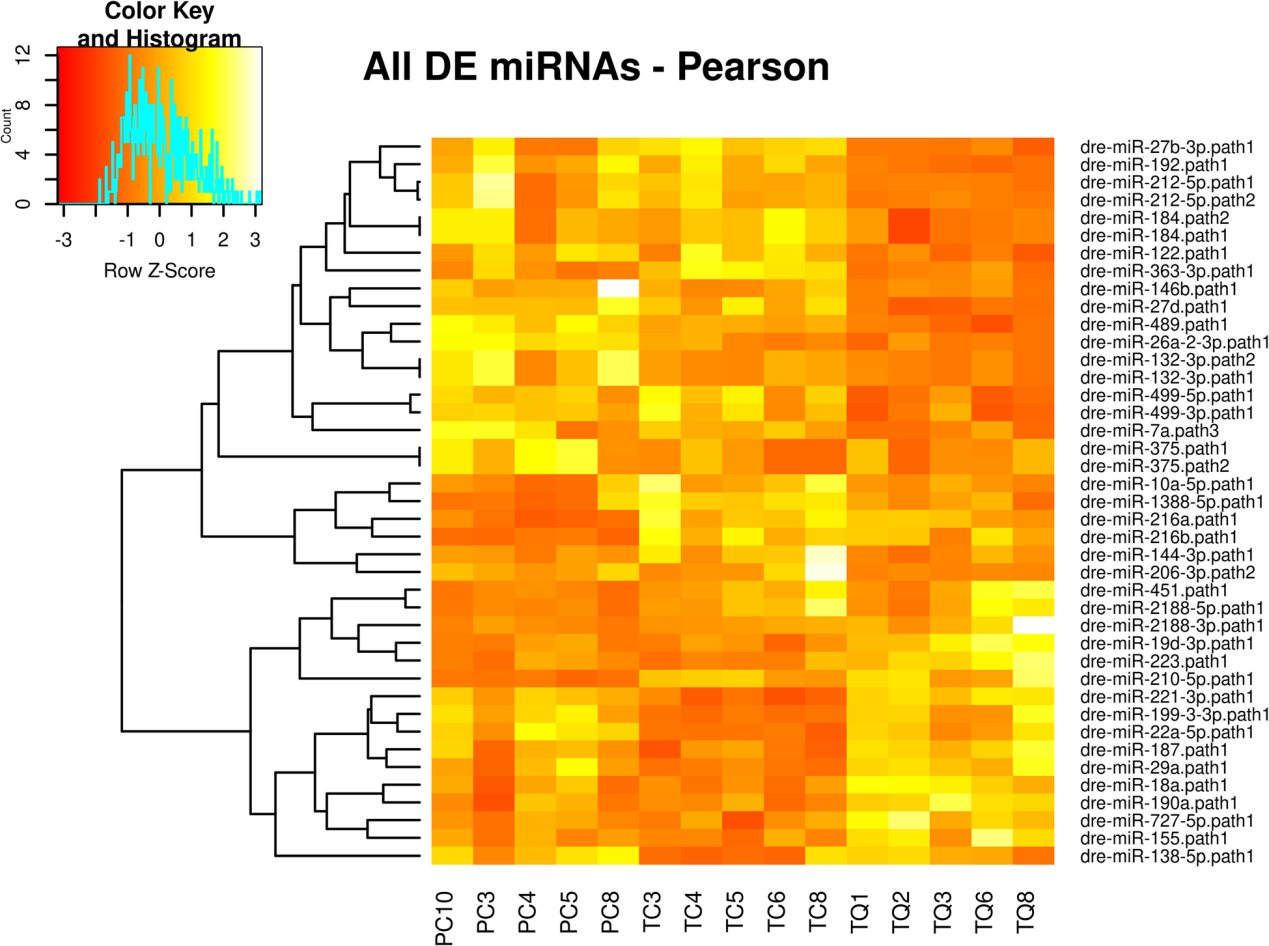
Row-clusterized heatmap showing differentially expressed miRNAs between all groups. Light colors, high expressed. Dark colors, low expressed. Rows were clusterized using Pearson correlation

**Fig. 4:**
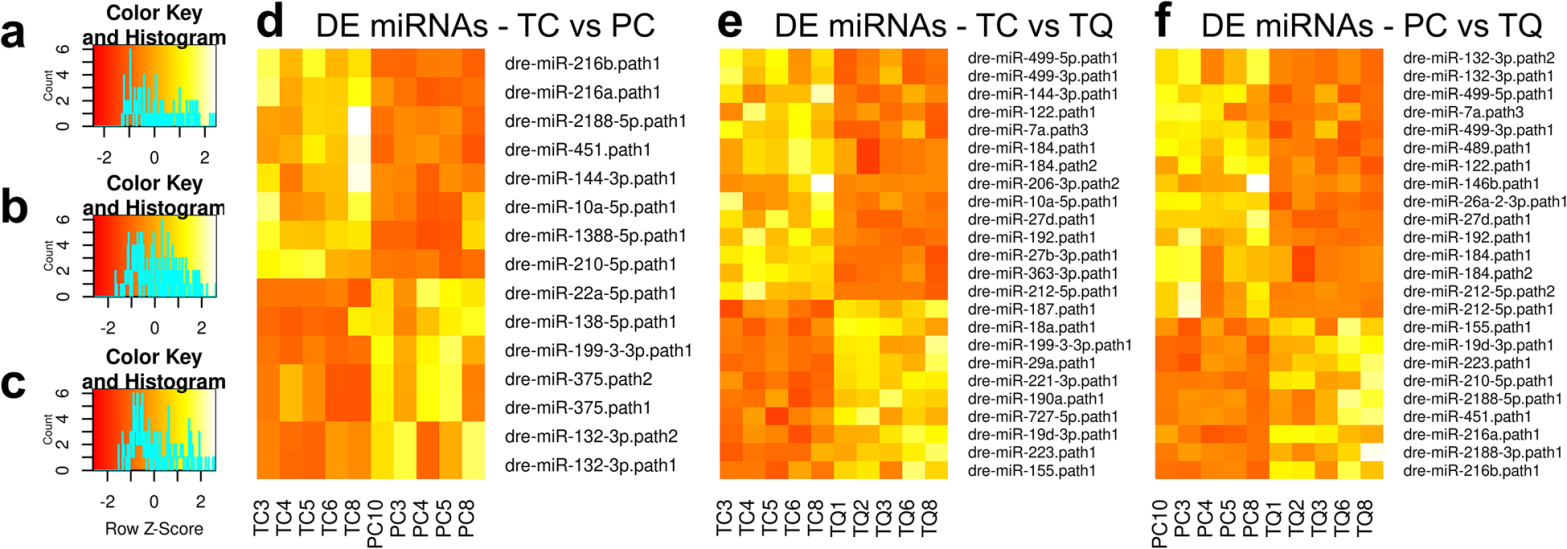
Non-clusterized heatmap showing differentially expressed miRNAs between groups. TC vs. PC (**a** and **d**), TC vs. TQ (**b** and **e**), and PC vs. TQ (**c** and **f**). Light colors, high expressed. Dark colors, low expressed. miRNAs have been ordered according to a decreasing Log2FC

**Fig. 5:**
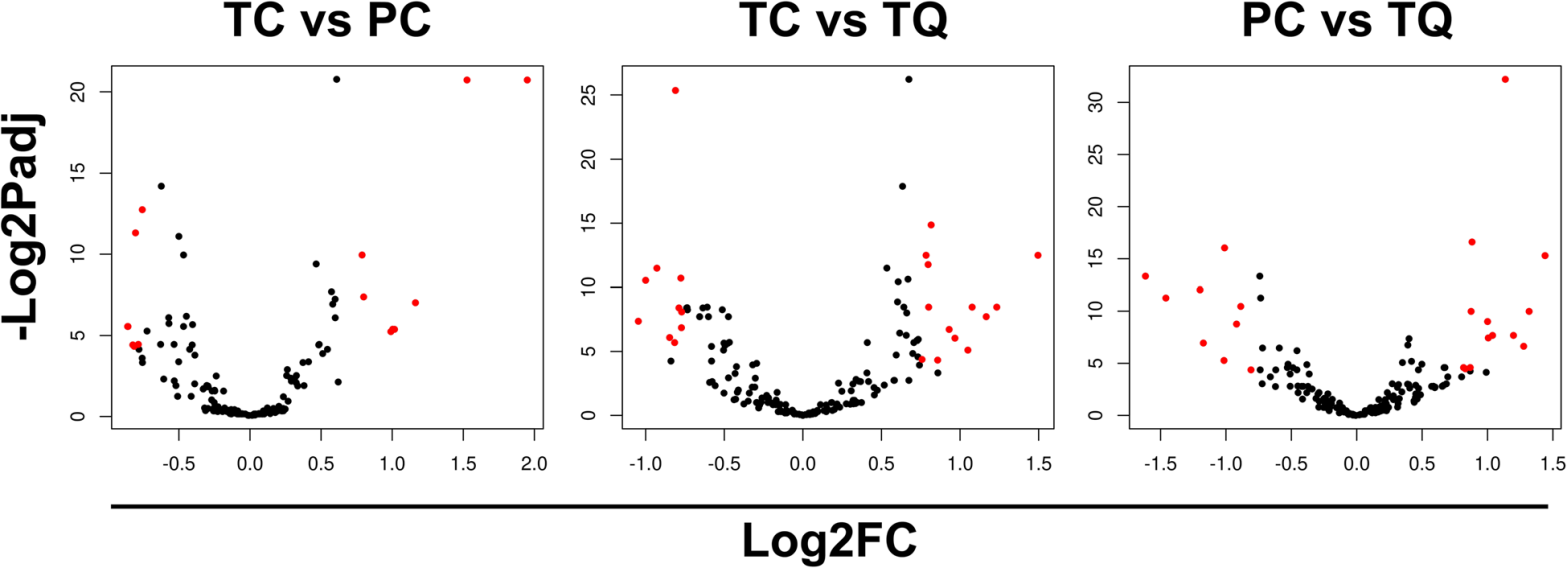
Volcano Plots showing differentially expressed miRNAs between the comparisons. Log2FC ≥ 0.75 and padj ≤0.05. X axis, Log2FC. Y axis, −Log2padj. Differentially expressed miRNAs (DE miRNAs) are shown in red color

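Of the 199 loci tested with edgeR, 5 were upregulated and 2 downregulated in TC vs. PC, 16 and 13 in TC vs. TQ, and 11 and 10 in PC vs. TQ. At an unadjusted p under 0.05, 58, 73 and 69 loci differed, respectively. The largest change in TC vs. PC was that of miR-216b, with a log2FC of 2.61 (SE 0.42, padj = 0.00108). Its level was 6.49 ± 2.08 CPM (SD, n = 5) in TC, 0.935 ± 0.588 in PC and 5.04 ± 2.18 in TQ, from 1 to 10 counts per fish in PC, and in PC vs. TQ its log2FC of -2.23 (SE 0.43, padj = 0.00378) was also the largest. miR-216a had 23.2 ± 6.98 CPM (SD, n = 5) in TC, 6.85 ± 3.10 in PC and 17.9 ± 4.02 in TQ. Its log2FC was 1.79 (SE 0.31, padj = 0.00108) in TC vs. PC and -1.43 (SE 0.31, padj = 0.00494) in PC vs. TQ, and every PC fish lay below every TC and every TQ fish for both miRNAs. In TC vs. TQ the third copy of miR-7a, at 2 to 10 counts per TQ fish, had a log2FC of 1.69 (SE 0.59, padj = 0.0428). In PC vs. TQ both copies of miR-132-3p, with 1402 and 1403 counts in all, had a log2FC of 1.62 (SE 0.34, padj = 0.00494), and miR-2188-3p had -1.93 (SE 0.45, padj = 0.00914). In TC vs. TQ the call of the third copy of miR-7a was kept in 6 of the 15 fits that left out 1 fish (padj up to 0.110). Over the 14 alternatives it was called in 9 and lost with the copies of miR-7a summed, among others (log2FC from 0.23 to 1.70, padj from 0.0180 to 0.747 by edgeR or DESeq2). Of the alternatives, DESeq2 with a log2FC prior called 15, 25 and 23 loci in TC vs. PC, TC vs. TQ and PC vs. TQ, and removing the log2FC minimum moved TC vs. TQ most upward, to 53. Leaving out 1 fish changed the number of calls in TC vs. PC to 4 (without PC replicate 10) or 11 (without PC replicate 4). In TC vs. TQ it was 19, 17 and 18 without TQ replicates 2, 3 and 8, and in PC vs. TQ it was 38 without PC replicate 4.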

DE analysis showed 8 upregulated and 7 downregulated miRNAs for TC vs. PC genotype pair (Fig. 4a and d, Table 2 and Additional file 5), 14 upregulated and 10 downregulated miRNAs for TC vs. TQ genotype pair (Fig. 4b and e, Table 3 and Additional file 6), and 15 upregulated and 9 downregulated miRNAs for the PC vs. TQ genotype pair (Fig. 4c and f, Table 4 and Additional file 7). A full list exclusive for DE miRNAs can be observed on Additional file 8.

**Table 2:** DE miRNAs (TC vs. PC). Up-regulated and down-regulated miRNAs are in bold and italic, respectively, followed by log2FC and padj values. miRNAs with experimentally validated interactions are underlined

miRNA (TC vs PC)	log2FoldChange	padj
**dre-miR-216b.path1**	**1.95011465502623**	**5,75E+ 07**
**dre-miR-216a.path1**	**1.52622128306155**	**5,75E+ 07**
**dre-miR-2188-5p.path1**	**1.16367923053015**	**0.00768680121745896**
**dre-miR-451.path1**	**1.01615109227537**	**0.0239688647031353**
**dre-miR-144-3p.path1**	**1.00354412348832**	**0.023884645507697**
**dre-miR-10a-5p.path1**	**0.990777104704709**	**0.0264397675354512**
**dre-miR-1388-5p.path1**	**0.799356542997587**	**0.00599026348294433**
**dre-miR-210-5p.path1**	**0.788278489052125**	**0.00101236465373185**
*dre-miR-22a-5p.path1*	*−0.757442401072745*	*0.000145626758222292*
*dre-miR-138-5p.path1*	*−0.785285789697823*	*0.045680698066672*
*dre-miR-199-3-3p.path1*	*−0.805140039326324*	*0.000392850813725473*
*dre-miR-375.path2*	*−0.814180847823428*	*0.0496601836495912*
*dre-miR-375.path1*	*−0.824148790777728*	*0.0467129686944908*
*dre-miR-132-3p.path2*	*−0.85811978487659*	*0.0212262367860986*
*dre-miR-132-3p.path1*	*−0.860515272540314*	*0.0212262367860986*

**Table 3:** DE miRNAs (TC vs. TQ). Up-regulated and down-regulated miRNAs are in bold and italic, respectively, followed by log2FC and padj values. miRNAs with experimentally validated interactions are underlined

miRNA (TC vs TQ)	log2FoldChange	padj
**dre-miR-499-5p.path1**	**1.49580994425598**	**0.000173839481127439**
**dre-miR-499-3p.path1**	**1.23356812765229**	**0.00282946156806081**
**dre-miR-144-3p.path1**	**1.16659137509147**	**0.00474941074241266**
**dre-miR-122.path1**	**1.07694111084953**	**0.00282946156806081**
**dre-miR-7a.path3**	**1.04984406425985**	**0.0290652273981748**
**dre-miR-184.path1**	**0.967557360144771**	**0.0152050542458195**
**dre-miR-184.path2**	**0.967557360144771**	**0.0152050542458195**
**dre-miR-206-3p.path2**	**0.930801815773025**	**0.0094757292155134**
**dre-miR-10a-5p.path1**	**0.857505087018255**	**0.0499676766826888**
**dre-miR-27d.path1**	**0.816105786892291**	**3,36E+ 09**
**dre-miR-192.path1**	**0.800332526539842**	**0.00282946156806081**
**dre-miR-27b-3p.path1**	**0.796942141264382**	**0.000287445330003991**
**dre-miR-363-3p.path1**	**0.783911546005418**	**0.000173839481127439**
**dre-miR-212-5p.path1**	**0.758083013615199**	**0.0481768505247122**
*dre-miR-187.path1*	*−0.771077479498364*	*0.0036724290357109*
*dre-miR-18a.path1*	*−0.772496606919669*	*0.00861750612968111*
*dre-miR-199-3-3p.path1*	*−0.776134338005323*	*0.000598753742363573*
*dre-miR-29a.path1*	*−0.788357562619249*	*0.00295632195436478*
*dre-miR-221-3p.path1*	*−0.810494830489444*	*2,34E+ 06*
*dre-miR-190a.path1*	*−0.815779490936263*	*0.0193213894766877*
*dre-miR-727-5p.path1*	*−0.847542177958638*	*0.0147146666881142*
*dre-miR-19d-3p.path1*	*−0.928688683649729*	*0.000349643237371769*
*dre-miR-223.path1*	*−1.00025248763242*	*0.000674009078964609*
*dre-miR-155.path1*	*−1.0467224627299*	*0.00608254996948173*

**Table 4:** DE miRNAs (PC vs. TQ). Up-regulated and down-regulated miRNAs are in bold and italic, respectively, followed by log2FC and padj values. miRNAs with experimentally validated interactions are underlined

miRNA (PC vs TQ)	log2FoldChange	padj
**dre-miR-132-3p.path2**	**1.44051489782147**	**2,49E+ 08**
**dre-miR-132-3p.path1**	**1.44002708507766**	**2,49E+ 08**
**dre-miR-499-5p.path1**	**1.31828295307616**	**0.000989191572851596**
**dre-miR-7a.path3**	**1.27678095695125**	**0.0100716056640765**
**dre-miR-499-3p.path1**	**1.19850803219891**	**0.00488526006580054**
**dre-miR-489.path1**	**1.1362366110581**	**2,06E+ 04**
**dre-miR-122.path1**	**1.03864026089626**	**0.00488526006580054**
**dre-miR-146b.path1**	**1.00598270712002**	**0.00577894745989986**
**dre-miR-26a-2-3p.path1**	**1.00052719757472**	**0.00194408881995706**
**dre-miR-27d.path1**	**0.881725080253345**	**1,00E+ 09**
**dre-miR-192.path1**	**0.8745609159566**	**0.000989191572851596**
**dre-miR-184.path1**	**0.867821451883665**	**0.0414916261017677**
**dre-miR-184.path2**	**0.867821451883665**	**0.0414916261017677**
**dre-miR-212-5p.path2**	**0.83092978326804**	**0.0450498513190579**
**dre-miR-212-5p.path1**	**0.817076572301239**	**0.0414916261017677**
*dre-miR-155.path1*	*−0.808575426957622*	*0.0483381089257489*
*dre-miR-19d-3p.path1*	*−0.886901002648801*	*0.000711319019021908*
*dre-miR-223.path1*	*−0.918993216115796*	*0.00229667926127593*
*dre-miR-210-5p.path1*	*−1.01067899424562*	*1,48E+ 09*
*dre-miR-2188-5p.path1*	*−1.01503627156949*	*0.0258798964614143*
*dre-miR-451.path1*	*−1.17281189217678*	*0.00812402676379883*
*dre-miR-216a.path1*	*−1.19826926904911*	*0.000237764301717364*
*dre-miR-2188-3p.path1*	*−1.45957650464932*	*0.000407849519588126*
*dre-miR-216b.path1*	*−1.61565155335869*	*9,71E+ 09*

According to the Venn diagram data (Figs. 6 and 7), we analyzed the miRNA distribution pattern between the parental species and the hybrid, and it was possible to observe some DE miRNA-sharing between the different genotype’s pairs. For example, considering the upregulated set of miRNAs, miR-144-3p and miR-10a-5p appeared to be upregulated in TC compared to both PC and TQ (Figs. 6 and 8). This leads us to think that the upregulation of these miRNAs could be a result of a multifactorial characteristic involving both profiles given that such miRNAs are upregulated only when the contrast involves the hybrid and such miRNAs are not DE between parental species. 

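miR-144-3p had 5155 ± 2947 CPM (SD, n = 5) in TC, 2045 ± 673 in PC and 1848 ± 1201 in TQ. In TC vs. TQ its log2FC was 1.48 (SE 0.46, padj = 0.0292 by edgeR), past both thresholds. In TC vs. PC it was 1.33 (SE 0.46, padj = 0.0781 by edgeR), past the log2FC minimum but not the padj threshold. The parental species did not differ (PC vs. TQ, log2FC 0.15, padj = 0.863 by edgeR). In 4 of 5 TC fish the level was above that of every PC and every TQ fish. miR-10a-5p had 6074 ± 3050 CPM (SD, n = 5) in TC, 2410 ± 1818 in PC and 2849 ± 811 in TQ. Its log2FC was 1.33 (SE 0.46, padj = 0.0781 by edgeR) in TC vs. PC, 1.09 (SE 0.45, padj = 0.0850 by edgeR) in TC vs. TQ and -0.24 (padj = 0.747 by edgeR) in PC vs. TQ, so that no comparison passed the padj threshold. Taken as a single locus, the differences of miR-10a-5p from PC and from TQ gave p = 0.0476 and 0.0397 (exact permutation tests, two-sided, not adjusted over loci). DESeq2 with a log2FC prior called miR-10a-5p in both comparisons (padj = 0.0259 and 0.0458), where padj ranged from 0.00695 to 0.117 and from 0.0246 to 0.204 over the 14 alternatives. With 1 fish left out, miR-10a-5p passed in TC vs. PC without PC replicate 8 or TC replicate 4 (padj from 0.0116 to 0.159 over all 15), and in TC vs. TQ without PC replicate 4, PC replicate 8 or TC replicate 4 (padj from 0.0418 to 0.215). The level of miR-10a-5p in single fish ranged from 3018 to 9331 CPM in TC, from 733 to 5242 in PC and from 2020 to 4094 in TQ.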

A similar characteristic was observed in the down-regulated miRNAs, where miR-199-3-3p appears downregulated in TC when compared with both PC and TQ. These miRNAs are considered as TC-exclusive (in terms of expression levels), as they appear to be up- or down-regulated only in the hybrid compared to the parental species, but not between parental species (Fig. 8). Also, we detected some up- or down-regulated miRNAs only in the hybrid, representing a specific characteristic of this genotype.

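miR-199-3-3p had 135 ± 9.85 CPM (SD, n = 5) in TC, 236 ± 53.1 in PC and 239 ± 61.0 in TQ. The log2FC was -0.80 (SE 0.18, padj = 0.00979 by edgeR) in TC vs. PC and -0.82 (SE 0.18, padj = 0.00768 by edgeR) in TC vs. TQ. The parental species differed by a log2FC of -0.02 (padj = 0.936 by edgeR). All 5 TC fish, at 123 to 147 CPM, lay below every PC fish, the lowest at 181, and every TQ fish, the lowest at 177 (exact permutation tests, two-sided, p = 0.00794 for each parent). With each fish left out in turn, the log2FC stayed between -0.89 and -0.65 in TC vs. PC and between -0.92 and -0.65 in TC vs. TQ. The call was lost in TC vs. PC without PC replicate 4, PC replicate 5 or TC replicate 4 (padj up to 0.0515) and in TC vs. TQ without TQ replicate 8, where the log2FC fell below the minimum. It was also lost in TC vs. PC with 5 of the 14 alternatives (padj from 0.000418 to 0.280) and in TC vs. TQ with 2 (padj from 0.000601 to 0.217). Its loss of 102 CPM from the parental mean is 0.756% of the level of the related miR-199-3p, and reads shared with that miRNA were not separated. Because miR-144-3p and miR-10a-5p rise only in contrasts that involve the hybrid, the paper proposes that their upregulation could be a result of a multifactorial characteristic drawing on both parental profiles. By the same pattern in the opposite direction, it counts miR-199-3-3p with them as TC-exclusive.

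**Figure D1:**
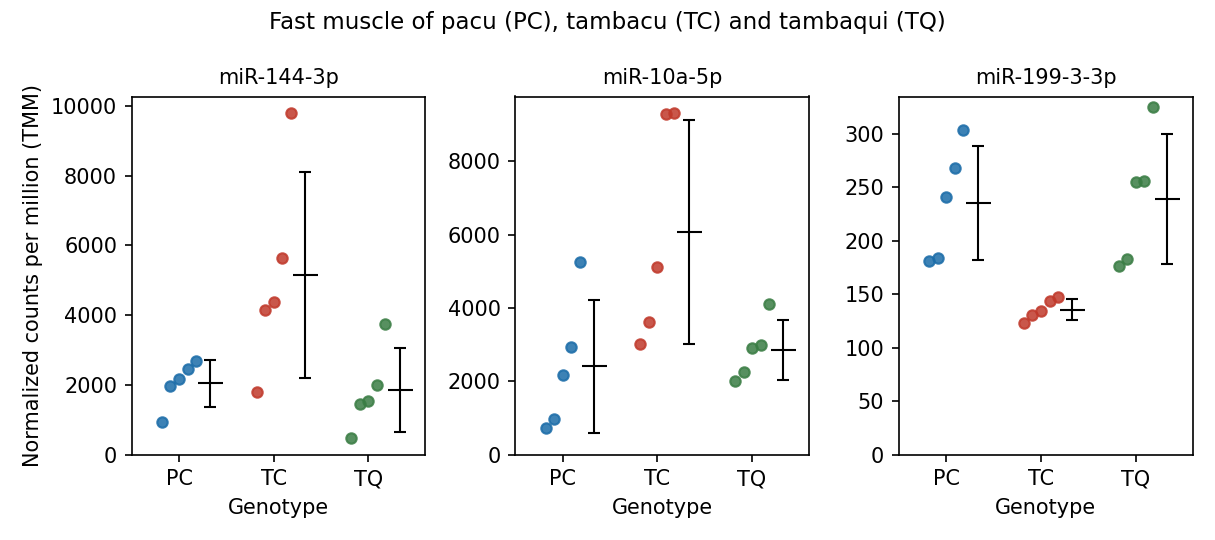
Level in CPM (y axis) of miR-144-3p, miR-10a-5p and miR-199-3-3p in each of the 5 PC, 5 TC and 5 TQ fish (points), with the mean and SD of each genotype. TC fish lie from 1804 to 9808 CPM for miR-144-3p, and for miR-199-3-3p all TC fish lie below all parental fish.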

**Fig. 6:**
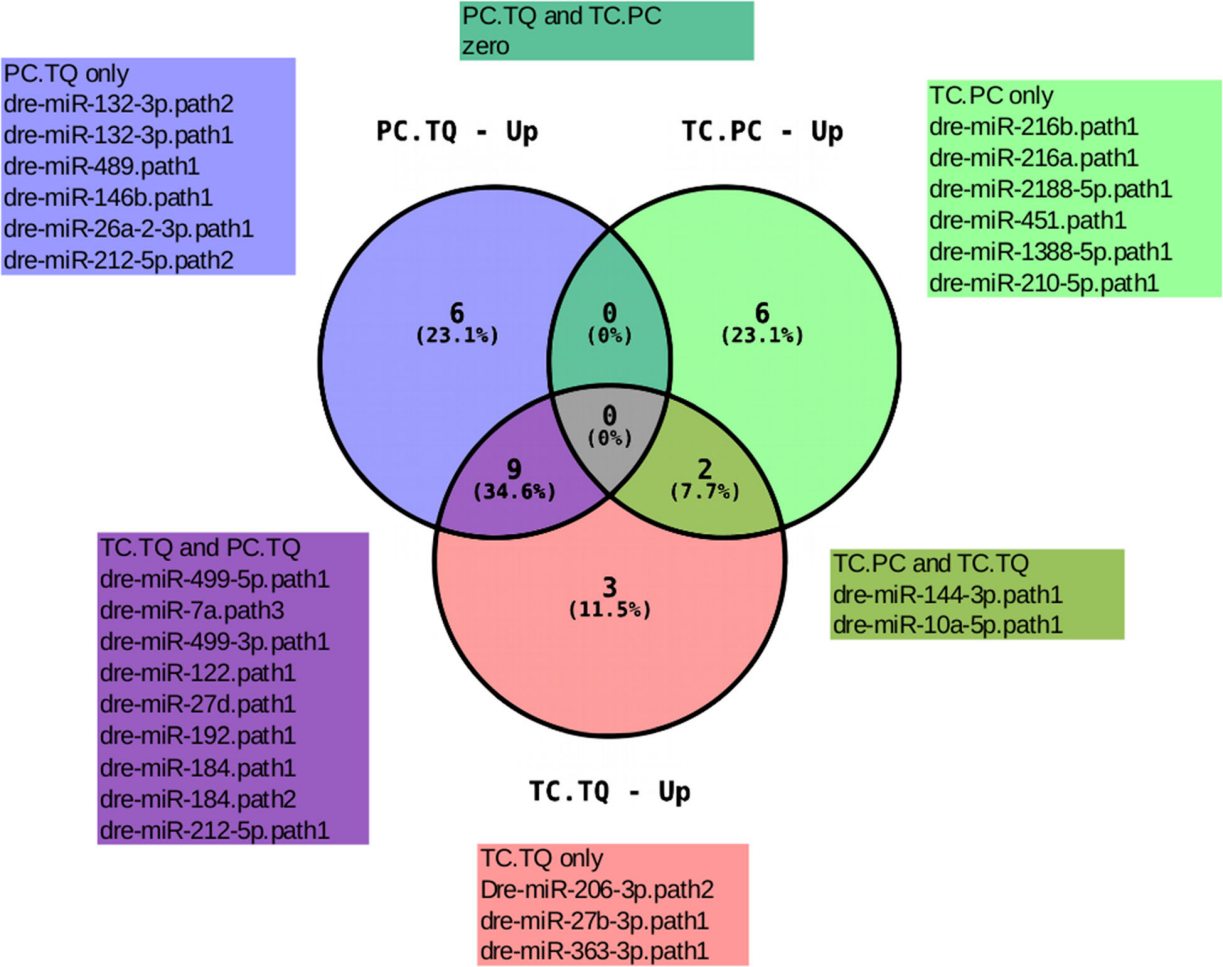
Venn Diagram showing the relationship between up-regulated miRNAs throughout the different groups. The number marked in the overlapping areas shows the common DE miRNAs

**Fig. 7:**
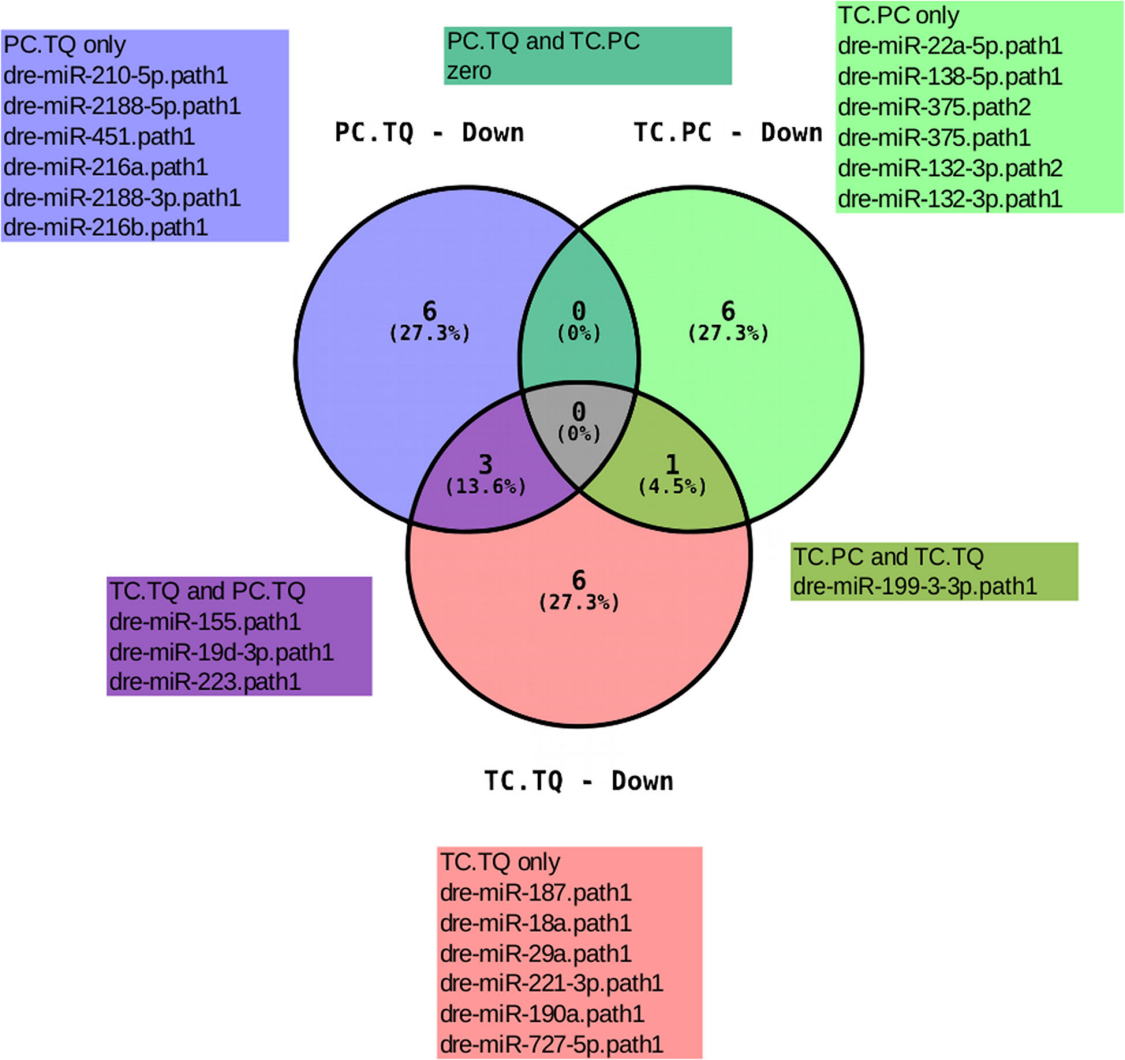
Venn Diagram showing the relationship between down-regulated miRNAs throughout the different groups. The number marked in the overlapping areas shows the common DE miRNAs

**Fig. 8:**
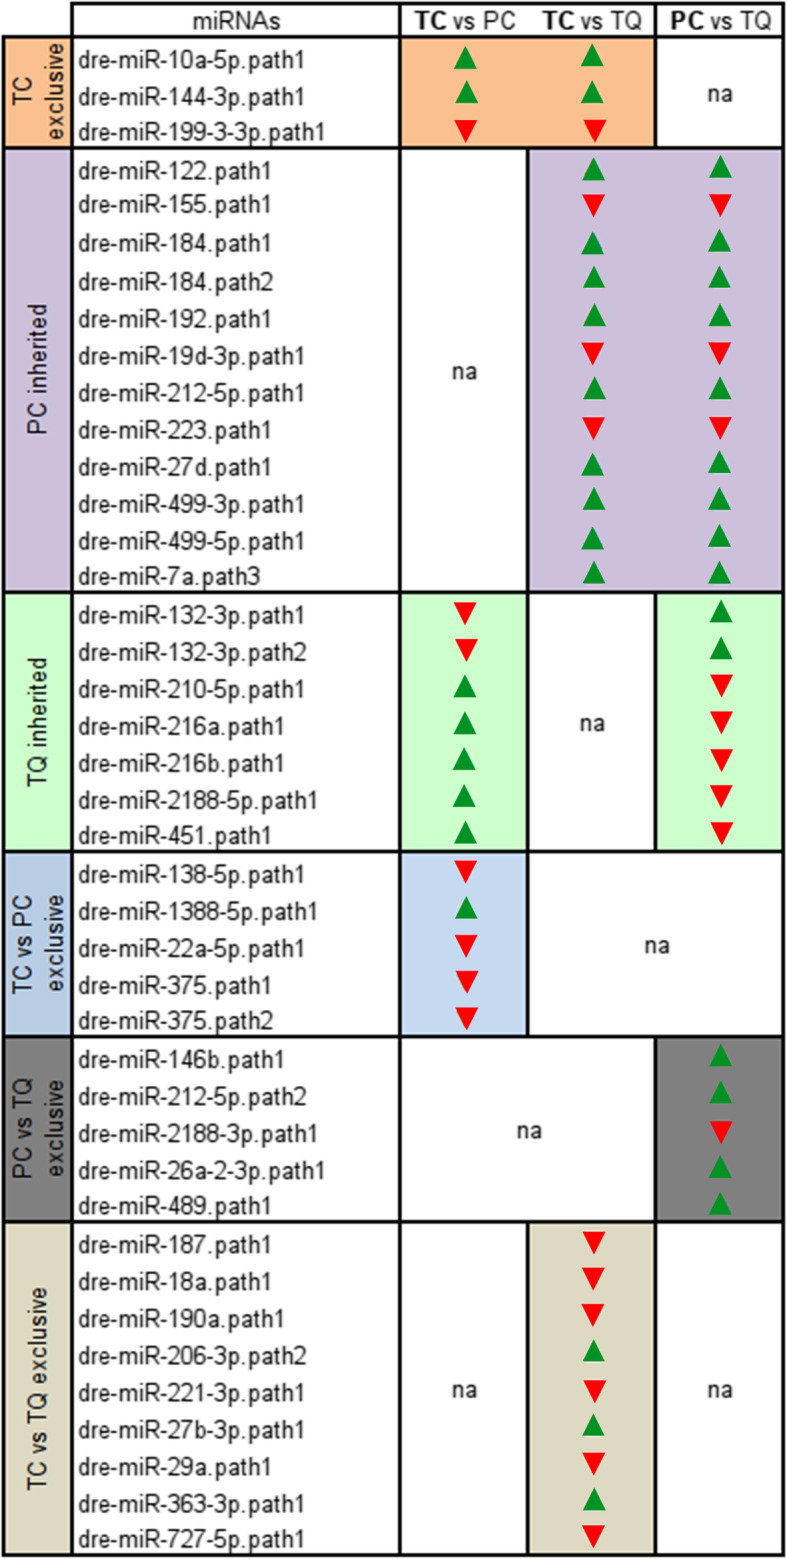
miRNA profiles summary between species. ▲ and ▼: Up- and Down-regulated, respectively. Na: not applicable. MiRNAs were added to six different categories based on their differential expression characteristics. If a given miRNA appears up- or down-regulated only in the hybrid, it presents a hybrid-exclusive behavior. If a given miRNA is up- or down-regulated in the one parental and in the hybrid, it presents a behavior inherited from that parental

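By the calls of edgeR in the 3 contrasts, 1 locus was DE in the same direction in TC vs. PC and TC vs. TQ and not between the parents, namely miR-199-3-3p. A further 8 loci were DE in TC vs. TQ and PC vs. TQ in the same direction and not in TC vs. PC, and 4 were DE in TC vs. PC and PC vs. TQ with TC on the side of TQ. Calls in 1 contrast alone numbered 2 for TC vs. PC, 9 for PC vs. TQ and 20 for TC vs. TQ. Of the alternatives, removing the log2FC minimum moved the first of these groups most, to 8 loci. DESeq2 with a log2FC prior placed 3, 12, 7, 5, 4 and 10 loci in the same groups. With 1 fish left out, the first group held 5 loci without TC replicate 8, 3 without TC replicate 3, 2 without PC replicate 3, PC replicate 8 or TC replicate 4, and 0 without PC replicate 4, PC replicate 5 or TQ replicate 8. Without PC replicate 3 the second group held 5 loci, and without PC replicate 4 the second and the following group held 19 and 9. The group called in TC vs. TQ alone held 9 loci without TQ replicate 2 or TQ replicate 3, 11 without TC replicate 6, 12 without TQ replicate 8 and 13 without TC replicate 3. The group called in TC vs. PC alone held 0 without PC replicate 10 and at most 3, and that of PC vs. TQ alone from 5 (without TQ replicate 2) to 13 (without TC replicate 8).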

We then assigned different miRNAs in 6 different categories regarding inheritance characteristics related to expression levels, i.e., (i) TC-exclusive (for those miRNAs differentially expressed only in TC compared with both parental species), (ii) PC-inherited (for those miRNAs with expression patterns similar to PC expression levels), (iii) TQ-inherited (for those miRNAs with expression patterns similar to TQ expression levels), (iv) TC vs. PC-exclusive (for miRNAs that are differentially expressed only when TC and PC are involved in comparisons), (v) PC vs. TQ-exclusive (for miRNAs that are differentially expressed only when PC and TQ are involved in comparisons), and (vi) TC vs. TQ-exclusive (for miRNAs that are differentially expressed only when TC and TQ are involved in comparisons). miRNAs are also discriminated in up- (▲) and downregulated (▼) (Fig. 8).

In the search for target genes involved in DE miRNAs expression, we searched for experimentally validated targets using miRTarBase dataset version 7 [16]. Two networks comprising only validated data were detected (Figs. 9 and 10). A network presenting strong validated interactions between target genes and DE miRNAs expression for *Homo sapiens*, *Mus musculus*, *Rattus norvegicus*, and *Danio rerio* are presented (Fig. 9). We observed interactions among 31 known miRNAs, and the top five miRNAs with a higher number of interactions were hsa-miR-221-3p, has-miR-27b-3p, hsa-miR-138-5p, mmu-miR-206-3p, and hsa-miR-132-3p, targeting respectively 72, 52, 47, 32, and 32 target genes. 

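miR-138-5p, miR-206-3p, miR-499-5p and miR-144-3p were each counted at a place on a miRBase precursor of Danio rerio, to which the mature sequence matched with 100% identity on the plus strand, and positions are given from 1 at the 5′ end of the precursor. miR-138-5p (AGCTGGTGTTGTGAATCAGGCC) lies at its first copy from 11 to 32 of the 87 bases of dre-mir-138, on the 5′ arm, and the place of its second counted copy was not used here. miR-206-3p (TGGAATGTAAGGAAGTGTGTGG) lies on the 3′ arm of 2 precursors, from 59 to 80 of the 99 bases of dre-mir-206-1 and from 64 to 85 of the 109 bases of dre-mir-206-2. miR-499-5p (TTAAGACTTGCAGTGATGTTTA) lies from 17 to 38 of the 91 bases of dre-mir-499, on the 5′ arm. miR-144-3p (TACAGTATAGATGATGTACT) lies from 51 to 70 of the 89 bases of dre-mir-144, on the 3′ arm. Over the 15 fish, miR-144-3p had 165072 counts, miR-499-5p had 25446, the 2 copies of miR-206-3p had 9671 and 6507 and those of miR-138-5p had 360 and 354. The other arm of these precursors had 8 counts for dre-mir-144, 1396 for dre-mir-499 and 11 for dre-mir-138. miR-499-5p had 572 ± 191 CPM (SD, n = 5) in TC, 477 ± 139 in PC and 157 ± 119 in TQ. Its log2FC was 1.87 (SE 0.42, padj = 0.00768 by edgeR) in TC vs. TQ and 1.60 (SE 0.41, padj = 0.0143 by edgeR) in PC vs. TQ, while TC and PC did not differ (log2FC 0.26, padj = 0.796 by edgeR). The calls of miR-499-5p in TC vs. TQ held with each fish left out (log2FC from 1.66 to 2.40). The first copy of miR-138-5p, at 12 to 53 counts per fish, had 4.37 ± 2.77 CPM (SD, n = 5) in TC, 7.53 ± 2.09 in PC and 6.61 ± 1.89 in TQ. Its log2FC in TC vs. PC was -0.86 (SE 0.34, padj = 0.101 by edgeR), not past the padj threshold, and padj ranged from 0.0478 to 0.295 over the 14 alternatives. Without TC replicate 8, which had 9.32 CPM where the other 4 TC fish had 2.79 to 3.34, the log2FC was -1.26 (padj = 0.0132 by edgeR).

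**Figure D2:**
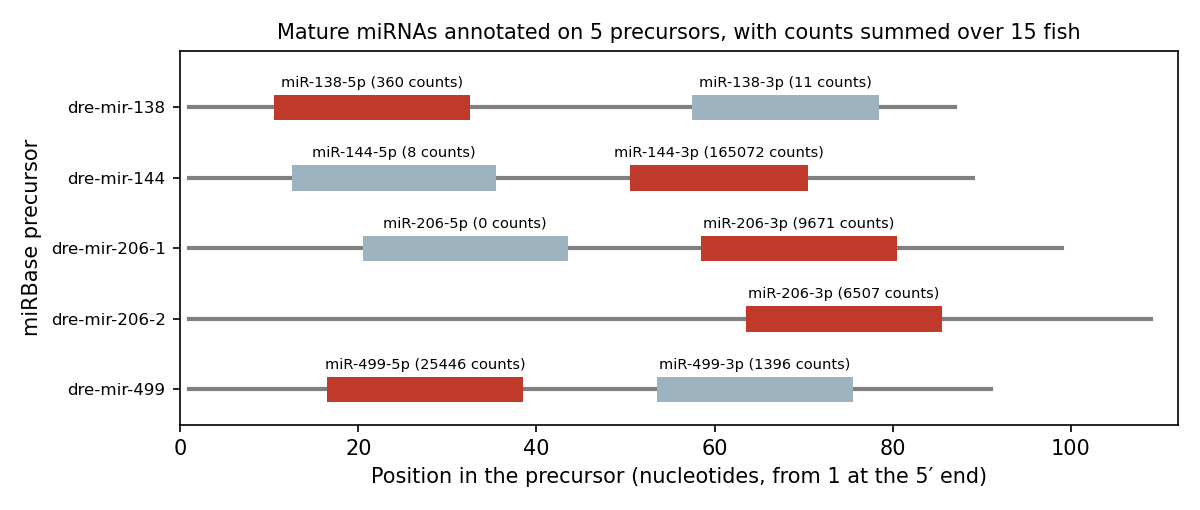
Map of the miRBase precursors of Danio rerio that carry the miRNAs with targets in this network (x axis, position in bases from the 5′ end), with the named miRNA in red, the other arm in grey-blue and the counts over all 15 fish beside each. On dre-mir-144 the 3′ arm has 165072 counts and the 5′ arm 8.

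**Figure D3:**
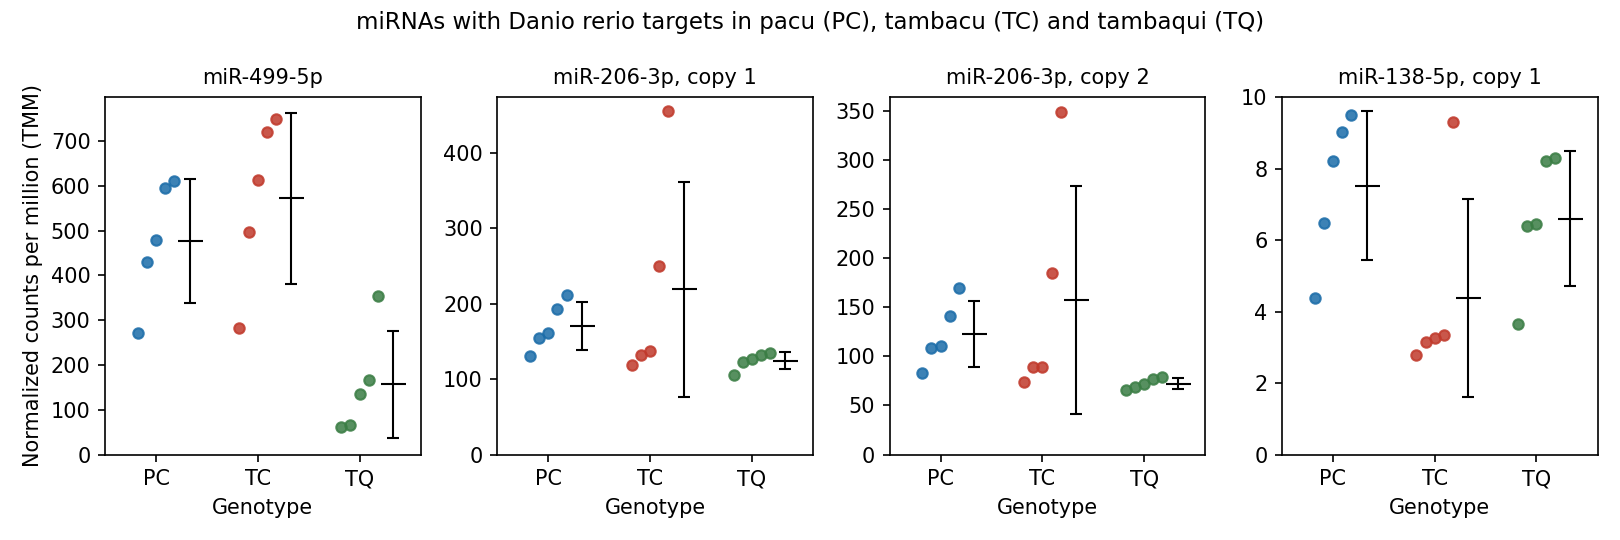
Level in CPM (y axis) of miR-499-5p, both copies of miR-206-3p and miR-138-5p in each of the 5 PC, 5 TC and 5 TQ fish (points), with the mean and SD of each genotype. miR-499-5p is lower in TQ, at 157 ± 119 CPM, than in both other genotypes, and for both copies of miR-206-3p and for miR-138-5p the highest TC fish is replicate 8.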

Considering the *Danio rerio* validated interaction data (Fig. 10), we observed that the network presents interactions involving four DE miRNAs and 10 target genes: dre-miR-138-5p (*vcana*), dre-miR-206-3p (*vegfa* and *jun*), dre-miR-499-5p (*cyb561d2*), and dre-miR-144-3p (*lmo2*, *klfd*, *gata2a*, *meis1*, *klf3*, and *alas2*).

**Fig. 9:**
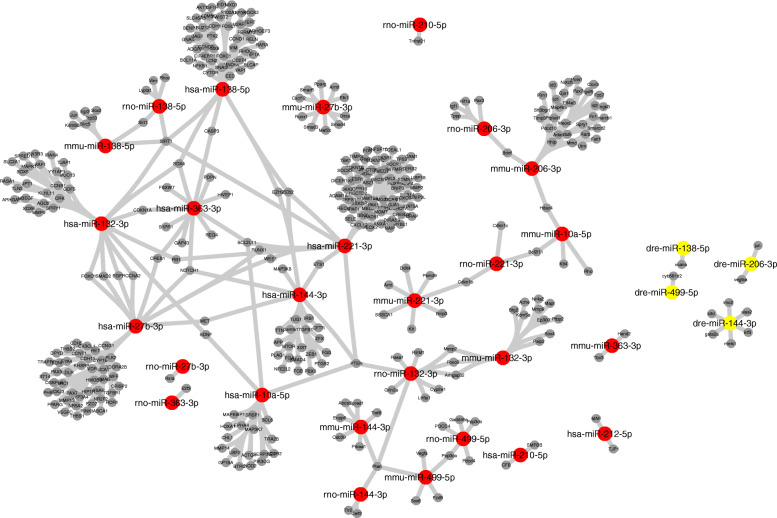
Experimentally validated interactions among DE miRNAs based on *Danio rerio*, *Homo sapiens*, *Mus musculus* and *Rattus novergicus*. *Danio rerio* interaction data is shown in yellow nodes

**Fig. 10:**
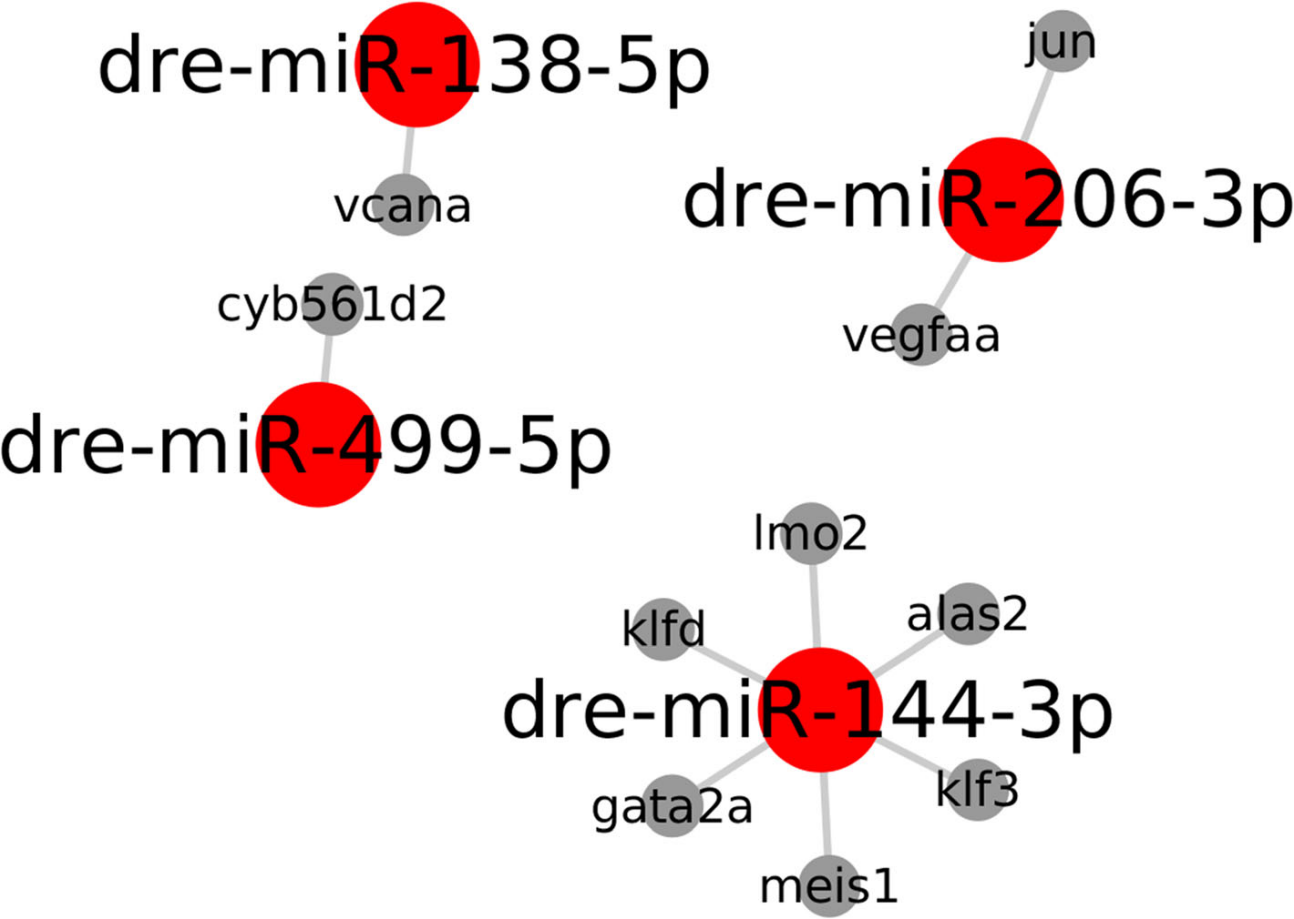
Experimentally validated interactions among DE miRNAs based on *Danio rerio*. *vcana* - Versican a; *cyb561d2* - Cytochrome B561 Family Member D2; *jun* - AP-1 Transcription factor Subunit; *vegfa* - Vascular Endotelial Growth Factor A; *lmo2* - LIM Domain Only 2; *klfd* - Kruppel-like factor d; *gata2a* - GATA-binding protein 2; *meis1* - Meis Homeobox 1; *klf3* - Kruppel Like Factor 3; *alas2*–5-aminolevulinate synthase 2; *hif1* - Hypoxia-Inducible Factor 1

Ontology analysis carried out by using Enrichr [17], considering the genes validated as targets of the DE miRNAs (considering the *Danio rerio* validated interactions) showed that the interacting-validated genes are involved in various categories of ontology. For Biological Processes, Cellular Components, and Molecular Functions, the top enriched terms were, respectively, oxygen homeostasis (the most representative gene was 5-aminolevulinate synthase 2 - *alas2*), nuclear euchromatin (the most representative gene was *jun*), and transcriptional repressor activity, RNA polymerase II activating transcription factor binding (the most representative genes were *jun* and *lmo2*) (Figs. 11, 12 and 13 and Table 5).

**Fig. 11:**
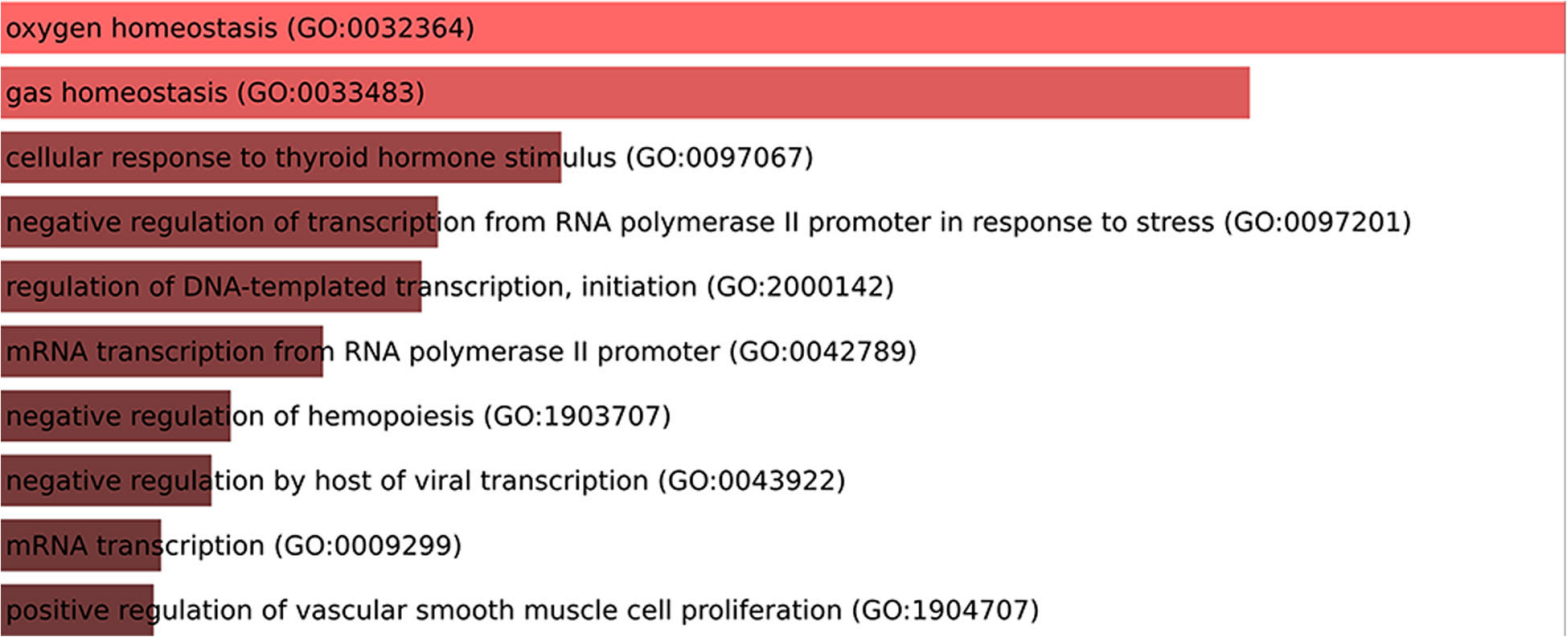
Biological processes involved with validated-target genes of the DE miRNAs. Upper bars represent more significant data. Lower bars represent less significant data

**Fig. 12:**
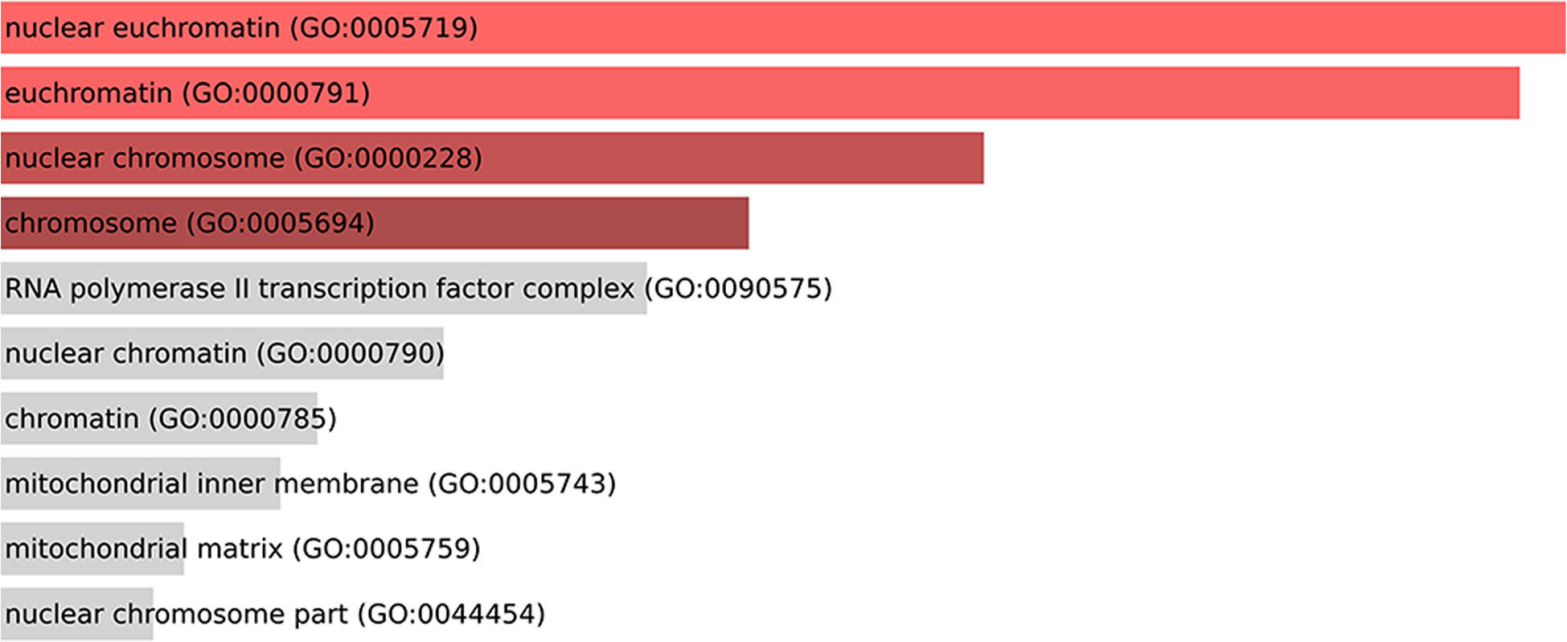
Cellular components involved with validated-target genes of the DE miRNAs. Upper bars represent more significant data. Lower bars represent less significant data

**Fig. 13:**
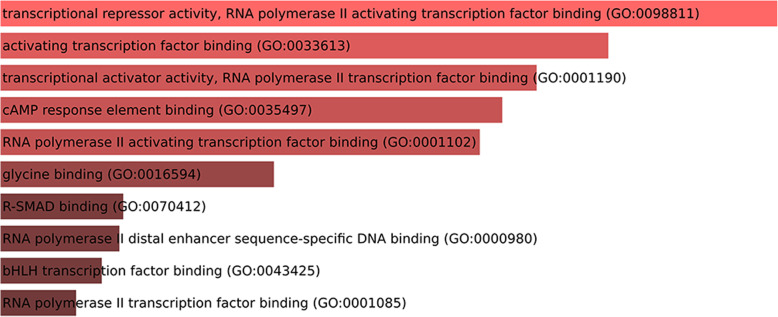
Molecular functions involved with validated-target genes of the DE miRNAs. Upper bars represent more significant data. Lower bars represent less significant data

**Table 5:** Ontology analysis by gene-term enrichment, considering the *Danio rerio* interacting-validated genes targets of the DE miRNAs, showing the genes and the ontology categories of signaling pathways. *alas2–*5-aminolevulinate synthase 2; *lmo2* - LIM Domain Only 2; *jun* - AP-1 Transcription factor Subunit; *meis1* - Meis Homeobox 1

	Signaling Pathways	Genes
**Biological Process**	oxygen homeostasis (GO:0032364)	*alas2*
	gas homeostasis (GO:0033483)	*alas2*
	cellular response to thyroid hormone stimulus (GO:0097067)	*lmo2*
	negative regulation of transcription from RNA polymerase II promoter in response to stress (GO:0097201)	*jun*
	regulation of DNA-templated transcription, initiation (GO:2000142)	*jun*
	mRNA transcription from RNA polymerase II promoter (GO:0042789)	*lmo2*
	negative regulation of hemopoiesis (GO:1903707)	*meis1*
	negative regulation by host of viral transcription (GO:0043922)	*jun*
	mRNA transcription (GO:0009299)	*lmo2*
	positive regulation of vascular smooth muscle cell proliferation (GO:1904707)	*jun*
**Cellular Component**	nuclear euchromatin (GO:0005719)	*jun*
	euchromatin (GO:0000791)	*jun*
	nuclear chromosome (GO:0000228)	*jun*
	chromosome (GO:0005694)	*jun*
**Molecular Function**	transcriptional repressor activity, RNA polymerase II activating transcription factor binding (GO:0098811)	*jun*; *lmo2*
	activating transcription factor binding (GO:0033613)	*jun*; *lmo2*
	transcriptional activator activity, RNA polymerase II transcription factor binding (GO:0001190)	*jun*; *lmo2*
	cAMP response element binding (GO:0035497)	*jun*
	RNA polymerase II activating transcription factor binding (GO:0001102)	*jun*; *lmo2*
	glycine binding (GO:0016594)	*alas2*
	R-SMAD binding (GO:0070412)	*jun*
	RNA polymerase II distal enhancer sequence-specific DNA binding (GO:0000980)	*jun*

## Discussion

Next-generation sequencing has been widely applied for global analysis in several studies involving miRNAs and skeletal muscle. Nachtigall et al. employed next-generation sequencing in Nile Tilapia (*Oreochromis niloticus*), to obtain information regarding evolutionary pathways with emphasis on muscle miRNAs [15]. The authors identified that there are large syntenic blocks in the genome, possibly being linked to a common function of such miRNAs, and as well specific role of miR-499 expression [18]. Gomes et al. also used next generation sequencing to analyze samples of liver and skin from tambaqui (*Colossoma macropomum*) to characterize and identify the expression levels of miRNAs and the interaction with target genes having *D. rerio* as reference [19]. The analysis performed showed that although there are tissue-specific miRNAs expression profile, some miRNAs can be shared between different tissues, as liver and skin. The most expressed miRNAs in both tissues enriched signaling pathways that control several biological processes with a large gene network.

Previous studies in our group have also analyzed the expression of some muscle specific miRNAs in the skeletal muscle of fish involving fasting and re-feeding treatments and muscle development [20, 21]. The authors observed that some miRNAs (miR-1, miR-133, miR-155, miR-206, and miR-499) presented a possible role in the regulation of factors related to muscle cell proliferation and differentiation and with muscle performance and metabolism, modulating the rate of protein synthesis and degradation.

In the present study, global analysis of miRNAs in the three genotypes identified a small number of differentially expressed miRNAs considering the comparison between the genotypes pairs. The comparison between tambacu and *P. mesopotamicus* (TC vs. PC) showed 15 DE miRNAs, 8 upregulated and 7 downregulated. Considering the comparison between tambacu and *C.macropomum* (TC vs. TQ), we observed 24 DE miRNAs, 14 upregulated and 10 downregulated, and considering the comparison between *P. mesopotamicus* and *C. macropomum* (PC vs. TQ), we observed 24 DE miRNAs, 15 upregulated and 9 downregulated. Interestingly, the majority of the miRNAs were specific for each genotype pair. 

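Over the 3 comparisons, 44 loci were called DE by edgeR in at least 1, and 31 of them in 1 comparison only. The others were called in a pair of comparisons. With DESeq2 and its log2FC prior it was 19 of 41 loci, less than a majority, and over the other alternatives the share ranged from 57.9% to 83.3%. With 1 fish left out it was 16 of 32 loci without TQ replicate 2 and 27 of 55 without PC replicate 4, and from 60.0% to 77.8% otherwise. A call in 1 comparison only was not itself tested as a difference between comparisons.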

No miRNA was shared between the 3 genotype pairs, both up and downregulated. Between the upregulated DE miRNAs, 9 overlapped between PC vs. TQ and TC vs. TQ and 2 overlap between TC vs. PC and TC vs. TQ. 

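Among the upregulated loci, 6 were called by edgeR in both PC vs. TQ and TC vs. TQ (miR-499-5p, miR-499-3p, miR-27d, the third copy of miR-7a, miR-122 and miR-192). In both TC vs. PC and TC vs. TQ 0 loci were upregulated by edgeR, and 2 by DESeq2 with a log2FC prior. The comparisons share fish, so some likeness is present without any effect. The log2FC of TC vs. TQ and PC vs. TQ had a Pearson r of 0.67 across the 199 loci, which are not independent replicates, where simulated unchanged genotypes gave a mean of 0.50 and a range of 0.30 to 0.67 over 100 simulations. In TC vs. PC and TC vs. TQ the r was 0.34, where unchanged genotypes gave 0.49 (0.24 to 0.69). At an unadjusted p under 0.05, 39 loci moved in the same direction in TC vs. TQ and PC vs. TQ, where unchanged genotypes gave a mean of 2.23 and at most 9. In TC vs. PC and TC vs. TQ there were 23, against a mean of 2.05 and at most 5. The loci were simulated as independent, while many copies of a mature name have nearly the same counts. The range without any effect may therefore be wider.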

Considering the downregulated DE miRNAs, 3 overlap between PC vs. TQ and TC vs. TQ, and only one overlaps between TC vs. PC and TC vs. TQ. 

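Among the downregulated loci, miR-223 and miR-19d-3p were called by edgeR in both PC vs. TQ and TC vs. TQ, and miR-199-3-3p in both TC vs. PC and TC vs. TQ. In either direction together, 8 loci were called in the first pair of comparisons and 1 in the second. Simulated unchanged genotypes gave a mean of 0.01 and at most 1 in each, with loci taken as independent here too.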

No miRNA was differentially expressed between all of the three comparison pairs at the same time. Some miRNAs show characteristics that make it possible to track their inheritance pattern by looking into the different groups. For example, some miRNAs appear to be exclusive for the comparison between TC vs. TQ (miR-187, miR-18a, miR-190a, miR-206-3p, miR-221-3p, miR-27b-3p, miR-29a, miR-363-3p, and miR-727-5p), some of which were exclusive in the comparison between PC vs. TQ (miR-146b, miR-212-5p, miR-2188-3p, miR-26a-2-3p, and miR-489). 

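The 9 miRNAs named for TC vs. TQ, with miR-206-3p at its second copy, were all called in that comparison alone by edgeR, with an absolute log2FC from 0.81 to 1.11 and padj up to 0.0331. With 1 fish left out, the calls of miR-221-3p, miR-27b-3p and miR-363-3p were kept in all 15 fits, and those of miR-190a, miR-727-5p and miR-18a in 7, 9 and 10. Of the 5 named for PC vs. TQ, miR-146b, miR-2188-3p and miR-489 were called in that comparison alone, in 10, 15 and 15 of the 15 fits that left out 1 fish. miR-489 had a log2FC of 1.14 (SE 0.17, padj = 0.000865 by edgeR). miR-26a-2-3p was called in PC vs. TQ (log2FC 1.08, SE 0.21, padj = 0.00399 by edgeR) and also in TC vs. PC (log2FC -0.75, SE 0.20, padj = 0.0230 by edgeR), where the call was kept in 7 of the 15 fits that left out 1 fish. miR-212-5p had a log2FC of 0.91 and 0.95 at its 2 copies in PC vs. TQ (padj = 0.0675 and 0.0742 by edgeR) and passed the padj threshold at both copies with DESeq2.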

Interestingly, some miRNAs presented a characteristic of being inherited specifically of one genotype, and also, there were some miRNAs that appeared to be up- or down-regulated only in the hybrid (miR-10a-5p, miR-144-3p, and miR-199-3-3p). These miRNAs presented (up or downregulated) behavior, exclusively in the hybrid, not differentially expressed between the parental genotypes.

Ontology analysis by Enrichr, considering the *Danio rerio* validated interaction data, showed that the experimentally validated target genes of the DE miRNAs were grouped into several Biological Processes, Cellular Components, and Molecular Functions categories. The most enriched processes were oxygen homeostasis, nuclear euchromatin and transcriptional repressor activity, and RNA polymerase II activating transcription factor binding, respectively. The more enriched genes in the signaling pathway involved in these processes were *alas2*, *jun, and lmo2*.

miR-206-3p, identified in the present study, was differentially expressed in the comparison pair TC vs. TQ, targets *jun* and *vegfa* genes. 

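miR-206-3p is counted at 2 precursors with the same mature sequence, and how reads that match both were assigned is not given in the sources used here. At the second copy it had 157 ± 116 CPM (SD, n = 5) in TC, 123 ± 33.5 in PC and 72.3 ± 5.37 in TQ, and its log2FC in TC vs. TQ was 1.11 (SE 0.35, padj = 0.0301 by edgeR). At the first copy it had 219 ± 143 CPM (SD, n = 5) in TC, 170 ± 32.0 in PC and 124 ± 11.5 in TQ, and the log2FC in TC vs. TQ was 0.81 (SE 0.30, padj = 0.0560 by edgeR), not past the padj threshold. In PC vs. TQ the second copy had a log2FC of 0.76 (SE 0.35, padj = 0.131 by edgeR), although each PC fish lay above every TQ fish (exact permutation test on this locus alone, two-sided, p = 0.00794). It was called in PC vs. TQ in 1 of 14 alternatives, with only both genotypes in the fit (padj = 0.0192 by edgeR). Of the 15 fits that left out 1 fish, 1 called it there, without TC replicate 8 (padj from 0.0428 to 0.276 over all 15). TC did not differ from PC at either copy (log2FC 0.35 and 0.36, padj = 0.681 and 0.548 by edgeR). TC replicate 8 had 349 CPM at the second copy and 456 at the first, the highest of all fish. The call of the second copy in TC vs. TQ was lost without TC replicate 6, TC replicate 8 or TQ replicate 1, 2 or 3. Its log2FC there ranged from 0.59 to 1.29, with padj up to 0.0995, over the fits that left out 1 fish. The first copy was called without PC replicate 4 or TC replicate 3, 4 or 5 (padj down to 0.0325). Over the alternatives, padj of the second copy in TC vs. TQ ranged from 0.00860 to 0.217, and it was called in 11 of 14. The call was lost with total counts or the reads left after the size filter as library sizes, and with library sizes without miR-199-5p and miR-100-5p, which were chosen after seeing the data.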

*Jun* is a member of the Activator Protein 1 (AP-1) transcription factor family that regulates cell proliferation and differentiation, apoptosis, cellular migration, inflammation, and cell-cell interaction [22]. On the other hand, *vegfa* is involved in vascular development and new blood vessel formation [23, 24] and stimulates endothelial cell migration by activating AP-1 transcription factor *jun* [25]. Skeletal muscle is the most abundant source of VEGFA [26, 27], and skeletal-muscle-specific VEGFA knockout changed angiogenesis in muscle fibers [28].

As *jun* and *vegfa* genes are targets of miR-206-3p and, as this miRNA was observed to be differentially expressed in the comparison pair TC vs. TQ, this is an indication that this miRNA can represent a remarkable characteristic for the hybrid, since these genes are involved in the maintenance of blood irrigation that, in turn, controls the oxygen rates in the tissues.

The miRNA involved in the control of the *alas2 and lmo2* genes was miR-144-3p. This miRNA appeared upregulated in the comparison pairs TC vs. PC and TC vs. TQ and did not appear in the comparison between the parental genotypes PC vs. TQ.

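With each fish left out in turn, the log2FC of miR-144-3p stayed between 0.96 and 1.60 in TC vs. PC and between 1.11 and 1.91 in TC vs. TQ. In TC vs. PC it was called by edgeR only without TC replicate 4 or TQ replicate 2 (padj from 0.0280 to 0.183 over the 15 fits). In TC vs. TQ the call was lost without TC replicate 8 or TQ replicate 1, 2 or 3 (padj up to 0.0804). Over the 14 alternatives, miR-144-3p was called in TC vs. PC by DESeq2 with and without a log2FC prior and with only both genotypes of the comparison in the fit (padj from 0.0226 to 0.280 over all 14). In TC vs. TQ the call was kept in 12 of 14 (padj from 0.00434 to 0.174) and lost with total counts or the reads left after the size filter as library sizes. In PC vs. TQ it was called in no alternative (padj from 0.745 to 0.950). On this locus alone, exact permutation tests (two-sided, not adjusted over loci) gave p = 0.0397 for TC vs. PC, 0.0317 for TC vs. TQ and 0.571 for PC vs. TQ.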

ALAS2 is one of the isozymes of ALAS (5-aminolevulinate synthase) involved in vertebrate heme biosynthesis. This gene is expressed preferentially in erythroid cell-specific mitochondrial enzymes [29, 30] and catalyzes the biosynthesis of bulk heme for hemoglobin production [31–34]. ALAS2 is also regulated by hypoxia-inducible factor HIF. Khenchaduri and colaborators observed the overexpression of ALAS2 in cardiac myoblasts submitted to chronic hypoxia, with a corresponding increase in cellular heme levels. They concluded that, similar to erythroid cells, ALAS2 is positively regulated by hypoxia in cardiac myoblasts with an increase in heme levels [35].

According to Zhang et al., the upregulation of *alas2* during hypoxia is directly mediated by a transcription factor, hypoxia-inducible factor 1 (Hif1) [36], and an increased *Hif-1* that occurs under low oxygen concentration conditions also promotes the activation of genes involved in hypoxia, such as *vegf* [37].

Moreover, it has been shown that the transcription factor LIM domain only 2 (Lmo2) is required for angiogenesis and is important for angiogenic remodeling of the existing capillary network into mature blood vessels [38–40]. Besides, Lmo2 forms common transcription complexes with GATA-binding protein 2 (GATA2) and cooperatively regulate VEGF-induced angiogenesis [41].

Therefore, it is possible that the interaction between miR-144-3p and *alas2* and *lmo2* genes can regulate important pathways related to muscle vascularization, oxygen homeostasis, and oxidative metabolism. We believe that this is an important characteristic that probably could provide, for the hybrid tambacu, more resistance to environments with lower oxygen content, once this miRNA was upregulated only in the hybrid, in the comparison pairs TC vs. PC and TC vs. TQ.

In our study, miR-144-3p was identified as DE in TC vs. PC and TC vs. TQ, and the miR-206-3p described as DE only in the comparison pair TC vs. TQ demonstrated that these miRNAs may represent an important species-specific feature. The hybrid tambacu is a very popular fish in Brazil, especially in the south and southeast regions and combines important characteristics for commercial fish farms, such as resistance to low temperatures during the tropical winter, similar to pacu, and faster growth, similar to tambaqui [1, 6]. Also, juvenile tambacu exhibits a total capacity for compensatory growth when submitted to short periods of food deprivation, followed by refeeding, a fact that could contribute to reducing production costs [42].

Although there are few studies showing the real potential of the hybrid for aquaculture production [42, 43], some of them have been done to better understand the genetics and molecular characteristics of this genotype. Recently, Gomes et al. used Next Generation Sequencing technologies for the analysis of muscle and skin transcriptome of *C. macropomum* and the hybrid tambacu, observed differences in the specificity and gene expression levels in both the muscle and skin of the hybrid tambacu and the parental tambaqui [44]. The authors demonstrated that in the muscle of tambaqui, up-regulated genes involved in muscle contraction, such as the myosin family, actin and myomesin, and catalytic protein genes. The hybrid tambacu muscle presented upregulated genes controlling oxidative stress, amino acid metabolism, the ubiquitin family, defense, and heat shock protein (HSP) family genes, involved in stress.

In our study, we can emphasize that the interaction of *jun* and *vegfa* genes with miR-206-3p (TC vs. TQ) and *lmo2* and *alas2* genes with miR-144-3p (TC vs. PC and TC vs. TQ) could provide an evolutionary advantage to the hybrid tambacu once these genes are controlling pathways related to blood vessel modulation, oxygen homeostasis, and oxidative metabolism. Taking this into account, the differential regulation of these miRNAs may represent an explanation of why the hybrid has a better adaptation from exposure to hypoxic environments [38, 45]. Besides, it could indicate an important function of miRNAs miR-206-3p and miR-144-3p in the control of the robustness and faster growth of the hybrid tambacu [46].

In addition, the most significant molecular function enriched by the targets of the up-regulated miRNAs in the tambacu muscle was transcriptional repressor activity. The inhibition of this function reinforces our hypothesis that these miRNAs could be related to the robustness and faster growth of the hybrid, since their activity may promote enhanced transcriptional activity, which combined with translation, is an essential process for muscle hypertrophy and growth [47].

## Conclusions

Using comparative global miRNA analysis in the hybrid tambacu and their parental genotypes *Piaractus mesopotamicus* and *Colossoma macropomum*, we demonstrated, for the first time, miRNAs differentially expressed in the skeletal muscle of the genotype comparison pairs (TC vs. PC, TC vs. TQ, and PC vs. TQ). Furthermore, we showed that the hybrid expressed miRNAs that control important molecular muscle markers with potential applications in aquaculture management systems. Our study also provides insight for further investigations involving the validation of these miRNAs and their signaling pathway components in muscle phenotype in these genotypes.

## Methods

### Experimental design, sample collection, Total RNA extraction, and small RNAs sequencing

Pure early juvenile fish *Colossoma macropomum*, *Piaractus mesopotamicus*, and hybrid tambacu (Juveniles, *n* = 5 per genotype) were obtained at the Aquaculture Center of UNESP - CAUNESP, and were maintained in aerated tanks in the Agribusiness Technology Agency (APTA), Presidente Prudente, Sao Paulo, until fish attained ~ 10 g. Fish were kept in a natural photoperiod (12 h light/dark), and water temperature around 28 °C. Dissolved oxygen and pH were monitored daily, and ammonia, nitrite, and nitrate were monitored weekly. Fish were fed with Guabi-Pirá 28 fish feed. Excess benzocaine (concentration over 250 mg/L) was applied to euthanize the animals. Afterward, body weight and total length were determined, and fast muscle samples were collected from the epaxial region near the dorsal fin. Muscle samples were then frozen in liquid nitrogen for molecular analysis.

Total RNA was isolated using TRIZOL (Invitrogen), following the manufacturer’s specifications. The total extracted RNA was treated with DNase (Life Technologies, USA), following the manufacturer’s specifications. All extracted RNA samples were analyzed by NanoVue Spectrophotometer (GE Healthcare) and Bioanalyzer (Agilent Technologies) for checking the total concentration and the RNA Integrity Number (RIN). The RNA extraction resulted in high quality RNA, and the RIN obtained was ≥8. Samples were submitted to the sequencing, comprehending 15 sequenced samples in total. The samples were shipped to LC Sciences (Houston, TX, USA) in dry ice, and the entire process of library preparation and sequencing by Illumina platform was carried out. Libraries preparation were carried out using the TruSeq Small RNA Library Preparation Kit, and samples were run in 50 cycle single-end Illumina HiSeq 2500 Fast Mode. After sequencing, the data were downloaded through a link provided by the company.

### MiRNA analysis

The processing pipeline consisted initially of analyzing the data regarding the read quality (Phred Score). For this purpose, the software FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) version 0.10.1 was used. After obtaining the sequencing quality information, adapters were removed using the software Fastx-toolkit (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Reads not containing adapters were kept in libraries. Reads that, after removing the adapters, presented less than 17 nucleotides in length were permanently excluded. A filter based on read-quality parameters using the Fastx-toolkit software was also carried out. In such way, 90% of the read content has a phred score of at least 30. Reads not satisfying these quality prerequisites were also permanently excluded. The libraries were then filtered by max length using a custom Perl script (Additional file 9), where reads longer than 26 nucleotides were discarded. The remaining reads were used to obtain an expression profile of known miRNAs, based on known miRNAs lists of *Danio rerio*, using data from mature and precursor miRNAs obtained from the miRBase database version 22 [4]. For return more alignment than other species, we selected *Danio rerio* as a reference for this study, which is considered a good biological model.

For the differential expression analysis of miRNAs, mature sequences were aligned against the precursor sequences using GMAP [48], using standard parameters, to create an annotation file in GFF format, making it possible to locate the mature sequences in the precursor sequences and differentiate alignments between the 5′ and 3′ miRNAs.

After building the annotation file, the filtered reads were aligned against the precursor references using Hisat2 [49] with standard parameters. The software featureCounts [50] was applied over the alignments to collect the read-count for each miRNA aligned against the precursor reference and matching the GFF annotation file. The counts were then analyzed to detect differentially expressed (DE) miRNAs using the Bioconductor/R package DESeq2 [51].

The three different genotypes received specific names regarding its popular names: PC - *Piaractus mesopotamicus* (**p**a**c**u), TQ - *Colossoma macropomum* (**t**amba**q**ui), and TC (hybrid **t**amba**c**u).

A priori*,* we performed contrasts between the hybrid and each parental species, always having the hybrid as a base of comparison (TC vs. PC and TC vs. TQ). A posteriori, for further understanding of the traits inherited by each parental, in terms of miRNA expression profiles, we also have run a contrast analysis between the two parental genotypes. Such a second contrast has pacu as a base of comparison (PC vs. TQ). In this way, three contrasts were obtained: TC vs. PC, TC vs. TQ, and PC vs. TQ (see Additional files 5, 6 and 7).

For considering DE characteristics, we established that miRNAs presenting log2FoldChange (log2FC) ≤ − 0.75 and ≥ 0.75, followed by adjusted *p*-value (padj) ≤ 0.05, were considered differentially expressed as downregulated and upregulated, respectively.

The list of DE miRNAs detected by DESeq2 analysis was applied to the drawing of Venn Diagrams to visualize the DE miRNA sharing characteristics of each genotype by using Venn 2.1.0 (http://bioinfogp.cnb.csic.es/tools/venny/). Venn diagrams were created in two ways, i.e., up-regulated miRNAs and down-regulated miRNAs.

The R package gplots was applied with the DE miRNAs list for obtain heatmaps, which gives us a graphical idea of the expression variations between all the contrasts.

Target genes were detected using MirTarBase [16] database and the results were applied to ontology analysis by using Enrichr [17] to retrieve information regarding pathways in which the target genes are involved. The MirTarBase search comprises only experimentally validated interactions classified as “strong evidence”.

Interaction networks were assembled using Cytoscape 3.7.1 [52] based on MirTarBase recovered data for a better observation of the interaction between DE miRNAs and their validated targets. Two sets of networks have been assembled: (i) a network containing validated interactions for *Homo sapiens*, *Mus musculus*, *Rattus norvegicus,* and *Danio rerio*, and (ii) a network containing only *Danio rerio* validated interactions.

All bioinformatics steps can be observed in a flowchart presented (Additional file 10).

## Supplementary Information

**Additional file 1.** Read number information. Read number throughout filtering process. Data showing the decrease number of reads according to filtering steps performed.

**Additional file 2. **GFF annotation. GFF file containing annotations of mature sequences over precursor sequences of *D. rerio*.

**Additional file 3. **FASTA file. FASTA file containing precursor sequences of *D. rerio*.

**Additional file 4.** Raw and normalized counts. Data showing the raw number of reads obtained from each miRNA detected in libraries, and normalized values.

**Additional file 5.** DESeq2 results. Total DESeq2 results and filtered DESeq2 results for TC vs PC contrasts.

**Additional file 6.** DESeq2 results. Total DESeq2 results and filtered DESeq2 results for TC vs TQ contrasts.

**Additional file 7.** DESeq2 results. Total DESeq2 results and filtered DESeq2 results for PC vs TQ contrasts.

**Additional file 8.** DESeq2 results. DESeq2 results showing only differential expressed miRNAs for TC vs PC, TC vs TQ and PC vs TQ contrasts.

**Additional file 9.** Perl script. Perl script used for filtering reads by size.

**Additional file 10.** Flowchart. Bioinformatics pipeline.

## Data Availability

All raw and processed data have been deposited on the GEO dataset, under access number **GSE147532**.

## Abbreviations

PC: Pacu
TQ: Tambaqui
TC: Hybrid tambacu
DE miRNAs: Differentially expressed miRNAs
PCA: Principal Component Analysis
*vcana*: Versican a
*vegfa*: Vascular Endotelial Growth Factor A
*jun*: AP-1 Transcription factor Subunit
*cyb561d2*: Cytochrome B561 Family Member D2
*lmo2*: LIM Domain Only 2
*klfd*: Kruppel-like factor d
*gata2a*: GATA-binding protein 2
*meis1*: Meis Homeobox 1
*klf3*: Kruppel Like Factor 3
*alas2*: 5-aminolevulinate synthase 2
*hif1*: Hypoxia-Inducible Factor 1
COBEA: Brazilian College of Animal Experimentation
APTA: Agribusiness Technology Agency
RIN: RNA Integrity Number

# Supplementary material for: Integrative microRNAome analysis of skeletal muscle of Colossoma macropomum (tambaqui), Piaractus mesopotamicus (pacu), and the hybrid tambacu, based on next-generation sequencing data
**Source:** BMC Genomics. 2021 Apr 6;22:237. doi: 10.1186/s12864-021-07513-5
**Supplement:** Supplementary file 1 — Additional file 1. Read number information. Read number throughout filtering process. Data showing the decrease number of reads according to filtering steps performed.

Additional file 1: Read numbers throughout the filtering process. Raw (raw data after downloading), Clipped (remaining reads after removing adaptors and reads shorter than 17nt), Filtered (remaining reads after filtering by read quality) and Sized (remaining reads after removing sequences longer than 26nt).

| **Samples** | **Counts** | | | | **Overall Remaining**  **(%)** |
| --- | --- | --- | --- | --- | --- |
|  | **Raw** | **Clipped** | **Filtered** | **Sized** |  |
| PC10.fq | 10313969 | 6700040 | 6186043 | 5175685 | 50,181 |
| PC3.fq | 9556831 | 7037027 | 6515045 | 4862165 | 50,876 |
| PC4.fq | 12691214 | 10491945 | 9702000 | 5605631 | 44,169 |
| PC5.fq | 10515142 | 8095448 | 7429667 | 5423264 | 51,576 |
| PC8.fq | 14299559 | 10155641 | 9463554 | 9066029 | 63,401 |
| **Total** | **57376715** | **42480101** | **39296309** | **30132774** | **52,517** |
|  |  |  |  |  |  |
| TC3.fq | 10587226 | 8864783 | 8170938 | 7028534 | 66,387 |
| TC4.fq | 11376639 | 8900637 | 8245256 | 5294625 | 46,539 |
| TC5.fq | 12095957 | 9563897 | 8871556 | 6262094 | 51,770 |
| TC6.fq | 10629076 | 7982307 | 7382385 | 5159981 | 48,546 |
| TC8.fq | 10803236 | 7408988 | 6843503 | 5564997 | 51,512 |
| **Total** | **55492134** | **42720612** | **39513638** | **29310231** | **52,819** |
|  |  |  |  |  |  |
| TQ1.fq | 8813112 | 5776793 | 5325040 | 4269551 | 48,445 |
| TQ2.fq | 11393977 | 9392874 | 8686187 | 6552465 | 57,508 |
| TQ3.fq | 10699000 | 9050977 | 8388799 | 4449997 | 41,593 |
| TQ6.fq | 7126363 | 5258865 | 4919845 | 3451529 | 48,433 |
| TQ8.fq | 10026422 | 7132258 | 6586723 | 5314842 | 53,008 |
| **Total** | **48058874** | **36611767** | **33906594** | **24038384** | **50,019** |

# Supplementary material for: Integrative microRNAome analysis of skeletal muscle of Colossoma macropomum (tambaqui), Piaractus mesopotamicus (pacu), and the hybrid tambacu, based on next-generation sequencing data
**Source:** BMC Genomics. 2021 Apr 6;22:237. doi: 10.1186/s12864-021-07513-5
**Supplement:** Supplementary file 10 — Additional file 10. Flowchart. Bioinformatics pipeline.

## Slide 1
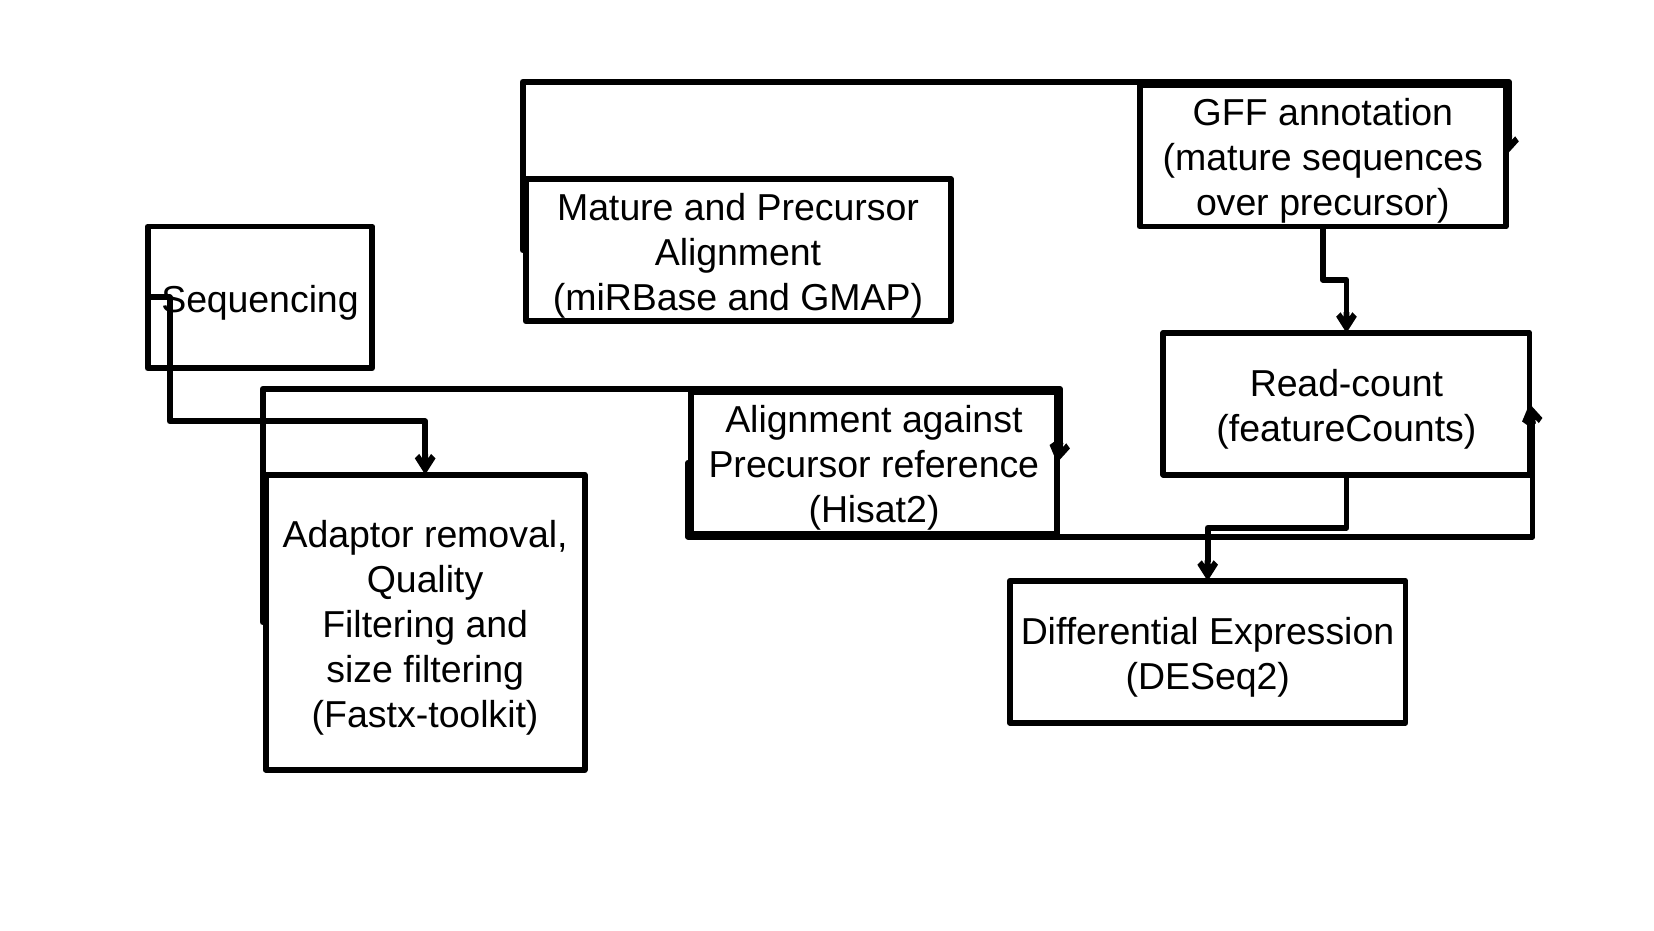

GFF annotation
(mature sequences
over precursor)
Mature and Precursor
Alignment
(miRBase and GMAP)
Sequencing
Read-count
(featureCounts)
Alignment against
Precursor reference
(Hisat2)
Adaptor removal,
Quality
Filtering and
size filtering
(Fastx-toolkit)
Differential Expression
(DESeq2)

How the deposited data were processed for this re-analysis (not part of the article)

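miRNA expression was measured by small RNA sequencing in fast skeletal muscle of 15 early juvenile fish of about 10 g kept at 28 °C, 5 of each of 3 genotypes: pacu (PC), tambaqui (TQ) and the hybrid tambacu (TC). Each library came from 1 fish, and the genotype and replicate number of each library were taken from the sample labels and Additional file 1.

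The authors deposited raw counts, the number of reads counted on each mature miRNA locus without normalization. To make them, they clipped adapters with Fastx-toolkit, filtered reads by quality and length, aligned them with Hisat2 at standard parameters to the Danio rerio precursors of miRBase, and counted them with featureCounts on the places where GMAP had put the mature sequences. The versions of Hisat2 and featureCounts, and the treatment of reads that match several places, are not given in the sources used here. The authors also deposited a normalized signal per locus, which is the raw count divided by 1 size factor per fish. It served to check the raw counts and was not tested. All 595 loci had the same raw and normalized values as Additional file 4. A mature sequence placed on several precursors has a locus for each copy, and loci were kept separate as in the paper's tables.

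From the raw counts, DE miRNAs were computed with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, for the 199 of 595 loci with a mean normalized count of at least 10, and all 15 fish in 1 fit. Contrasts were TC vs. PC, TC vs. TQ, PC vs. TQ and TC vs. the mean of the parents on the log2 scale. A locus was called at an absolute log2FC of at least 0.75 and a Benjamini-Hochberg adjusted p of at most 0.05. Every adjusted p of a locus in the text is from this test unless DESeq2 is named. Levels are CPM, counts scaled to the TMM-scaled library size, as mean and SD over 5 fish. TMM factors ranged from 0.621 to 1.43. Categories of inheritance were made from the calls of the 3 contrasts between genotypes. Separation of the genotypes was measured on the regularized log values of DESeq2 1.42.0 by the share of the sum of squares between genotypes, with 100000 permutations, and dispersions were those of DESeq2. Values of single loci, depths and shares of reads were compared by exact permutation tests, two-sided, over the 252 arrangements of 5 fish against 5, whose smallest p is 0.00794. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and plots, and edgeR ran with limma 3.58.1.

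The test was first tried on simulated data, with negative binomial counts drawn from the means, dispersions and library sizes of the real fish and 60 loci changed by a log2FC of 1.5. edgeR recovered 96.7% of the 60 changed loci among 198 tested for TC vs. PC, 98.2% of 57 among 195 for TC vs. TQ, 98.3% of 60 among 197 for PC vs. TQ and 100% of 60 among 199 for TC vs. the mean of the parents, with at most 1 false call in each.

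The total count per fish was 2422820 to 5669084, and 217 to 245 loci had counts in a fish. A count of 0 therefore allows up to 0.463 to 1.33 CPM, depending on the fish, which covers counting error only, since PCR copies of a molecule are not distinguished. For most loci tested the spread between fish, a biological coefficient of variation of 0.279, and not the counting error, limits the precision.

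The tests, thresholds and alternatives were chosen before the data were examined, apart from those said to be chosen after seeing the data. The alternatives were other scalings (DESeq2's median-of-ratios size factors, total counts, and reads left after the size filter as library sizes), other filters on low counts (none, the mean of 10 applied after the test, and edgeR's filterByExpr), DESeq2 with and without a log2FC prior, only both genotypes of a contrast in the fit, the copies of a mature name summed, the fish number as a replicate block, no log2FC minimum or a minimum of 1, and leaving out each fish in turn. The fish of different genotypes share some numbers in the labels, and the paper names no pairing. Library sizes without the copies of miR-199-5p and miR-100-5p, and 1 copy per mature name for the share of reads counted, were added after seeing the data.

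The miRNAs named in the text were chosen by a rule fixed together with the tests: every miRNA the paper names in its text, Tables 2 to 4 or Fig. 8, the 5 called loci with the largest change in each contrast, called loci that are not in the paper's tables, other arms and copies of the TC-exclusive miRNAs and of those with Danio rerio targets, the muscle miRNAs miR-1, miR-133, miR-206 and miR-499, members of the marker lists, and the 5 loci with the highest mean counts. The tables of the paper had been read when the rule was written. Lists of marker miRNAs were written for erythroid cells, leukocytes, liver, exocrine and endocrine pancreas, intestinal epithelium, endothelium, epidermis, slow muscle and striated muscle. Target genes and their ontology were not analysed here, since the counts hold miRNAs only.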

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

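Of the tests in this part, the tests of TC replicate 8 for low depth were chosen after the result was seen. In groups of 5 fish, a fish was singled out where its gap to the nearest fish, divided by the range of the group, exceeded the critical value of Dixon's test. This applied to 6 of 99 groups, and chance alone singles out about 1 in 20 groups.

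TQ replicate 2 had a total count of 4143529, where the other TQ fish had 2448658 to 2932943. A TC fish, replicate 3, had 66.4% of its raw reads left, where the other TC fish had 46.5% to 51.8%. These are properties of the libraries, and no biological explanation was tested. Leaving out TQ replicate 2 changed the number of DE miRNAs TC vs. TQ from 29 to 19. Leaving out TQ replicate 3 or 8, of lower total count, changed it to 17 or 18, so this drop gives no ground to tie the number to depth.

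miR-138-5p was at 9.32 CPM at its first copy and 9.76 CPM at its second copy in TC replicate 8, where the other TC fish had 2.79 to 3.34 and 2.37 to 3.26 CPM. Both copies share a mature sequence and count as 1 observation. The same fish had the highest miR-144-3p and miR-206-3p of the 5 TC fish, and without it TC vs. TQ had 8 upregulated and 18 downregulated loci in place of 16 and 13. A mislabelled fish would lie nearer to another genotype, and TC replicate 8 lay at a distance of 4.72 from the mean of the other TC fish, 5.64 from PC and 6.05 from TQ on the log2 scale, which argues against it. Its total count of 2422820 was the lowest of all fish, although 5564997 reads were left after the size filter. Its counts were 43.5% of these reads, where those of the other TC fish were 76.4% to 90.5%. The low total thus came from the share counted and not from few reads. At the first copy of miR-138-5p it had 21 counts where the other TC fish give 7.08 at its depth (exact binomial test, p = 0.0404 after multiplying by 495 comparisons), which is beyond counting error at that depth. The test covers counting error only, and takes reads as separate molecules. Few miRNA molecules in the library therefore cannot be told apart from a difference of the fish, since copies of a molecule are not separated. For the split of TC vs. TQ these cannot be told apart either, since both are in 1 library. A difference of this fish in tissue or in physiology stays open and was not tested.

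miR-1 at its first copy was at 436 CPM in TQ replicate 8, where the other TQ fish had 616 to 647 CPM. miR-1388-5p was at 1027 CPM in PC replicate 8, where the other PC fish had 390 to 508 CPM. miR-1388-5p was called in TC vs. PC with a log2FC of 0.93 (SE 0.23, padj = 0.0171 by edgeR) and was called in 14 of the 15 fits that left out 1 fish and in 11 of 14 alternatives (padj from 0.00176 to 0.280). No technical or biological explanation of these single values was tested.

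Some called loci are in no table of the paper for that contrast. For TC vs. PC it was miR-26a-2-3p (log2FC -0.75), which the paper's tables have in PC vs. TQ only. For TC vs. TQ they were miR-17a-5p at 2 copies (log2FC -0.79 and -0.78), miR-19a-3p (-0.80), miR-182-5p (0.75) and miR-204-5p at 3 copies (0.81, 0.80 and 0.80). In PC vs. TQ they were miR-1388-3p (-0.84), miR-150 (-0.82) and miR-210-3p (-0.84). All lie close to the log2FC minimum of 0.75. With the log2FC prior of DESeq2 their absolute log2FC was under the minimum (0.70 for miR-182-5p to 0.74 for miR-17a-5p and miR-1388-3p), while padj was at most 0.0280 (range over the alternatives up to 0.478). The shrinkage of the fold change may therefore decide these calls. The upregulated ones in TC vs. TQ were lost with total counts as library sizes, and all 7 in TC vs. TQ with the reads left after the size filter. A biological difference between the genotypes stays open and was not tested separately.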

How the results depend on the processing

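Of the alternatives in this part, library sizes without the copies of miR-199-5p and miR-100-5p, and 1 copy per mature name, were chosen after seeing the data. Where a number moved, the cause was not tested, unless the alternative itself tests fewer or more loci or lowers or raises a threshold.

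The separation of the genotypes, 38.4% of the sum of squares, stayed between 36.0% and 40.4% over the other transforms, filters and summed copies, with permutation p = 1e-05 in each, the smallest they can give. The share of reads counted was 71.9%, and it was 36.9% with raw reads as denominator, 33.9% with 1 copy per mature name and 71.7% with identical loci counted once. The ratio of the dispersions below and above a mean count of 10, 24.2, was reversed to 2.33e-07 with gene-wise estimates, whose median at low counts lay at the lower limit of 1e-08, and fell to 1.92 with edgeR's tagwise dispersions.

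DE miRNAs TC vs. PC numbered 7. With total counts as library sizes there were 4, with the reads left after the size filter 3, without a filter on low counts 15, with DESeq2 15 both with and without the log2FC prior, with the added library sizes 4, with no log2FC minimum 19 and with a minimum of 1, 3. DE miRNAs TC vs. TQ numbered 29, and 1 with the reads left after the size filter, 53 with no log2FC minimum and 11 with a minimum of 1. DE miRNAs PC vs. TQ numbered 21, and 8 with the reads left after the size filter. TC differed from the mean of the parents at 6 loci, and at 1, 18 and 3 loci with the reads left after the size filter, no log2FC minimum and a minimum of 1. Apart from the replicate block and the fish left out, given below, these numbers stayed within 1.5 times under the other alternatives. With the added library sizes the split of TC vs. TQ was 3 upregulated and 28 downregulated, and that of PC vs. TQ 7 and 19.

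The number of TC-exclusive miRNAs, 1, was 0 with total counts, with the reads left after the size filter, with the added library sizes and with a log2FC minimum of 1. It was 3 and 2 with DESeq2 with and without the prior, 2 with only the 2 genotypes in the fit and 8 with no log2FC minimum. PC-inherited miRNAs, 8, were 5 with total counts and 1 with the reads left after the size filter. TQ-inherited miRNAs, 4, were 2 with total counts, with the reads left after the size filter, with the added library sizes and with a minimum of 1. They were 7 without a filter and with DESeq2 with the prior, and 8 with DESeq2 without it and with no log2FC minimum.

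With each fish left out in turn, DE miRNAs TC vs. PC ranged from 4 (without PC replicate 10) to 11 (without PC replicate 4), TC vs. TQ from 17 to 34, PC vs. TQ from 16 to 38 (without PC replicate 4), and TC against the mean of the parents from 5 to 9. TC vs. TQ had 19, 17 and 18 without TQ replicates 2, 3 and 8. TC-exclusive miRNAs ranged from 0 to 5. They were 5 without TC replicate 8, 3 without TC replicate 3, 2 without PC replicates 3 or 8 or TC replicate 4, and 0 without PC replicates 4 or 5 or TQ replicate 8. PC-inherited miRNAs ranged from 5 (without PC replicate 3) to 19 (without PC replicate 4), and TQ-inherited miRNAs from 3 to 9 (without PC replicate 4). The separation ranged from 37.0% to 42.8%, the share of reads counted from 70.6% to 74.0% and the ratio of dispersions from 22.4 to 31.8.

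No named locus reversed its direction under any alternative while called. Of 88 pairs of a named locus and a contrast, 85 kept their side of the thresholds with DESeq2's size factors, 61 with DESeq2 with the prior (16 more called and 11 fewer), 58 with total counts (28 fewer called) and 41 with the reads left after the size filter (46 fewer called).

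The fish numbers shared between genotypes were tested as pairs. The deviations of same-numbered fish from their genotype means had correlations from -0.49 to 0.27. Fish of different numbers had -0.51 to 0.45 (median -0.01), so no pairing by number was seen, though a weak one is not excluded. A block for the number uses up fish whose number no other genotype shares, so a fit with it has less power. With the fish number as a replicate block, 1 locus was DE in TC vs. PC, 29 in TC vs. TQ, 9 in PC vs. TQ and 4 in TC against the mean of the parents, with 0 TC-exclusive, 6 PC-inherited and 1 TQ-inherited miRNAs.

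Depth limits what can be said of loci near the minimum mean count of 10. miR-216b had 1 to 10 counts per PC fish, the third copy of miR-7a 2 to 10 per TQ fish and the first copy of miR-138-5p 12 to 53 per fish, so their fold changes carry counting error as well as the spread between fish. For miR-144-3p, miR-10a-5p and miR-199-3-3p, at 323 counts or more in every fish, the spread between fish sets the error.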

Differences from the paper's values

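Alternatives named here as bringing a value within the paper's were set before the data were examined. The paper's tables come from DESeq2, and DESeq2 with the log2FC prior gave log2FC within a median of 0.000138, 0.000180 and 0.000143 of the paper's supplementary values over 199 loci in TC vs. PC, TC vs. TQ and PC vs. TQ, with the largest difference at 0.0238. Of the paper's DE loci, edgeR called 6 of 15, 22 of 24 and 18 of 24 in the 3 contrasts, DESeq2 with the prior 15, 24 and 23, and DESeq2 without it 14, 22 and 23. The direction was the same for all 15, 24 and 24 loci.

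For TC vs. PC the paper's numbers are 8 upregulated and 7 downregulated miRNAs, 15 in all, and here they were 5, 2 and 7. The upregulated number came within the paper's without a filter on low counts, with filterByExpr, with DESeq2 with and without the prior and with only the 2 genotypes in the fit, and without PC replicate 3, 4 or 5, TC replicate 3 or 4 or TQ replicate 2. The downregulated number came within without a filter, with the mean of 10 applied after the test, with both forms of DESeq2 and with no log2FC minimum, and without TC replicate 8. The total came within under all of these but the fit with only the 2 genotypes, and without PC replicate 4 or TC replicate 4. The other alternatives did not bring these numbers within the paper's.

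In the paper's tables 2 loci are upregulated in both TC vs. PC and TC vs. TQ, and here 0 were. DESeq2 with the prior gave 2, and so did leaving out TC replicate 3 or TC replicate 4. The other alternatives did not. The paper's tables give 3 TC-exclusive loci, against 1 here. DESeq2 with and without the prior and only the 2 genotypes in the fit came within, as did leaving out PC replicate 3 or 8 or TC replicate 3 or 4, and the others did not. The paper's 7 TQ-inherited loci were 4 here, and came within without a filter, with the mean of 10 after the test, filterByExpr, both forms of DESeq2, summed copies and no log2FC minimum, and without PC replicate 4 or 5, TC replicate 4 or TQ replicate 2, but not otherwise.

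The paper's tables give 5 loci exclusive to PC vs. TQ, 5 exclusive to TC vs. PC and 9 exclusive to TC vs. TQ, and here these were 9, 2 and 20. The first came within with total counts or the reads left after the size filter as library sizes, without a filter, with the mean of 10 after the test, with DESeq2 with the prior and with summed copies, and without TQ replicate 1 or 2. The second came within without a filter and with both forms of DESeq2. The third came within with DESeq2 with the prior and with summed copies, and without TC replicate 3 or 6 or TQ replicate 2, 3 or 8. The other alternatives did not bring them within.

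Some log2FC were larger here than the paper's by more than the larger SE. For miR-216b in TC vs. PC the paper's value is 1.95 and here it was 2.61, and total counts, the reads left after the size filter and DESeq2 with the prior came within. In PC vs. TQ the paper's value for miR-216b is -1.62 and here it was -2.23, and the reads left after the size filter, DESeq2 with the prior and the replicate block came within. For the third copy of miR-7a the paper's values are 1.05 in TC vs. TQ and 1.28 in PC vs. TQ, and here they were 1.69 and 1.91. Total counts, DESeq2 with the prior and the replicate block came within in both contrasts, and the reads left after the size filter in TC vs. TQ. Leaving out TQ replicate 1, 2 or 8 came within in both, TC replicate 3 or 6 in TC vs. TQ, and PC replicate 3, 4 or 10 in PC vs. TQ. For miR-2188-3p in PC vs. TQ the paper's value is -1.46 and here it was -1.93. DESeq2's size factors, the reads left after the size filter, no filter, the mean of 10 after the test, both forms of DESeq2, only the 2 genotypes in the fit, summed copies and the replicate block came within, as did leaving out PC replicate 5, 8 or 10 or TQ replicate 6 or 8. The alternatives not named did not bring these values within the paper's.

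The paper calls 9 loci in TC vs. PC that edgeR did not call. miR-144-3p and miR-451 (log2FC 1.33 and 1.41, padj = 0.0781 and 0.0728) were called by both forms of DESeq2 and with only the 2 genotypes in the fit, without TQ replicate 2, and in addition without TC replicate 4 (miR-144-3p) or PC replicate 4 (miR-451). miR-10a-5p (1.33, padj = 0.0781) was called by both forms of DESeq2, with total counts or the reads left after the size filter as library sizes, and without PC replicate 8 or TC replicate 4. It was also called with library sizes that leave out miR-199-5p and miR-100-5p, a setting chosen after seeing the values, which drops 11 of the 15 loci the paper calls. Both copies of miR-132-3p (-0.93, padj = 0.0784) were called by both forms of DESeq2, without a filter, with the mean of 10 after the test, with summed copies and without PC replicate 4. miR-138-5p (-0.86, padj = 0.101) was called by both forms of DESeq2 and without TC replicate 8. miR-375 (-0.95 and -0.94, padj = 0.0968 and 0.101) was called by DESeq2 with the prior at both copies and without the prior at the first copy. miR-22a-5p (log2FC -0.74, padj = 0.00729) lay under the log2FC minimum. It was called with DESeq2's size factors, under every other filter, by both forms of DESeq2, with summed copies and with no log2FC minimum, and without PC replicate 3, TC replicate 5 or TC replicate 6.

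For TC vs. TQ the paper calls miR-10a-5p and the first copy of miR-212-5p, which edgeR did not call (log2FC 1.09 and 0.90, padj = 0.0850 and 0.0515). DESeq2 with the prior and only the 2 genotypes in the fit called both. The replicate block called miR-10a-5p, and DESeq2's size factors and summed copies called miR-212-5p. Without PC replicate 4 both were called, without PC replicate 8 or TC replicate 4 miR-10a-5p, and without PC replicate 3 or 5 miR-212-5p.

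In PC vs. TQ the paper calls 6 loci that edgeR did not. Without PC replicate 4 all of these were called. Both copies of miR-184 (log2FC 1.02, padj = 0.0866) were called by both forms of DESeq2. The copies of miR-212-5p (0.91 and 0.95, padj = 0.0675 and 0.0742) were called by both forms of DESeq2, with summed copies and without PC replicate 5, and the first copy also without a filter and with the mean of 10 after the test. miR-2188-5p (-1.38, padj = 0.0526) was called with total counts, filterByExpr, both forms of DESeq2, summed copies and without PC replicate 5, TC replicate 4, TC replicate 8 or TQ replicate 2. miR-155 (-1.03, padj = 0.0526) was called with summed copies and without TC replicate 5, TC replicate 6 or TQ replicate 3. The library sizes without miR-199-5p and miR-100-5p, chosen after seeing the values, called miR-2188-5p and miR-155 and drop 8 of the 24 loci the paper calls.

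The paper states that miR-144-3p and miR-10a-5p are upregulated in TC against both parents. Here only miR-144-3p in TC vs. TQ passed both thresholds (log2FC 1.48, padj = 0.0292). The paper states that most DE miRNAs are specific to a genotype pair. By the paper's own tables 19 of 41 loci are in 1 contrast only, and here 31 of 44 were. DESeq2 with the prior gave 19 of 41 here, and edgeR gave 16 of 32 without TQ replicate 2 and 27 of 55 without PC replicate 4. The paper places miR-26a-2-3p as exclusive to PC vs. TQ, and here it was called in TC vs. PC too (log2FC -0.75, padj = 0.0230).

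The padj column of the paper's Tables 2 to 4 holds 10 entries of 63 above 1, which an adjusted p cannot be. They are written with a positive exponent, and the supplementary tables give small values for the same loci. The paper gives a total alignment average of 51,78%, the figure that its Table 1 prints as the average share of raw reads remaining. The counts here were 71.9% of the reads left after the size filter, and 51.6% of the raw reads were left after that filter. The shares of variance printed on the axes of Fig. 2a match those found here for the first and second principal components.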

Other observations

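Of the tests in this part, those of blood, pancreatic tissue and marker lists, those of the position of the hybrid between its parents and that of PC replicate 4 as a mislabelled fish were chosen after the results were seen. The marker lists themselves had been written earlier.

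Most of the loci without any count have an annotated place that overlaps another. Of 171 loci whose place on the precursor overlapped that of another mature sequence, 170 (99.4%) had 0 counts in all 15 fish, against 117 (31.7%) of 369 loci without an overlap (Fisher's exact test, p = 4.17e-60). Among them are miR-133a-3p and miR-133b-3p, counterparts of a miRNA abundant in striated muscle, which GMAP placed over each other on the same precursors, and all arms of miR-126a and miR-126b. On dre-mir-133b, whose 3′ arm carries both names, the 5′ arm miR-133b-5p had 115 counts, and on dre-mir-133c, with 1 name per arm, the 3′ arm had 124 and the 5′ arm 187. A candidate explanation is that reads on a place with 2 names are ambiguous to the counting and dropped. For these miRNAs a count of 0 therefore does not show absence, and differences between the genotypes were not detectable.

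The numbers of DE miRNAs were compared with those that other groupings of the same fish gave. Among 100 splits, the real one included, 2 gave as many loci as TC vs. PC (the largest other split gave 7), 1 as TC vs. TQ (4), 1 as PC vs. TQ (11) and 2 as TC against the mean of the parents (8). For TC-exclusive miRNAs 2 splits gave as many (the largest other split gave 1), for PC-inherited 1 (largest other 1) and for TQ-inherited 1 (largest other 2). The share of splits with as many was under 0.05 for each number, without adjustment over the numbers. This argues against chance where only the real split gave as many. For TC vs. PC, TC against the mean of the parents and the TC-exclusive number another split gave as many or more, so chance is not excluded there. The TC-exclusive number also rests on 1 locus.

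Against the mean of its parents TC had 5 loci higher and 1 lower by edgeR. They were miR-216b (log2FC 1.49, SE 0.32, padj = 0.00557), miR-144-3p (1.41, SE 0.38, padj = 0.0219), miR-216a (1.08, SE 0.25, padj = 0.00915), miR-1388-5p (0.78, SE 0.20, padj = 0.0149), miR-363-3p (0.75, SE 0.14, padj = 0.00176) and miR-199-3-3p (-0.81, SE 0.16, padj = 0.00424). The split moved with single fish and with the scaling. It was 2 higher and 6 lower without TC replicate 8, 1 and 3 with total counts as library sizes, and 4 and 5 with library sizes without miR-199-5p and miR-100-5p, which were chosen after seeing the data. The call of miR-363-3p, at the log2FC minimum, was kept in 1 of 13 alternatives. The paper does not report this comparison.

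miR-144-3p is abundant in red blood cells together with miR-451, so more blood in the TC samples may raise it. If so, its ratio to miR-451 would not change, provided the blood of each genotype has the same ratio. Against TQ the log2 ratio of miR-144-3p to miR-451 was higher in TC by 1.51 (0.80 ± 0.71 in TC and -0.71 ± 0.51 in TQ, SD, n = 5, exact permutation test, two-sided, p = 0.0159). PC, whose miR-144-3p did not differ from that of TQ, also had a higher mean ratio than TQ. The ratio may thus not be the same in the blood of each genotype, and this test cannot decide on blood for TC vs. TQ. Against PC the ratio differed by -0.21 (1.01 ± 1.07 in PC, exact permutation test, p = 0.730) and miR-451 was higher in TC as well (1046 ± 427 CPM in PC and 2775 ± 1243 in TC), so for TC vs. PC blood cannot be told apart from a change in muscle, since both miRNAs moved together. A difference of the genotypes in blood supply stays open.

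miR-216a and miR-216b, lower in PC than in TC and TQ, are miRNAs of the pancreas. Tissue of the exocrine and endocrine pancreas would raise miR-375 too, and the log2FC of miR-375 was -0.95 in TC vs. PC (13.1 CPM in PC and 6.67 in TC), which argues against both together. Exocrine tissue alone would raise miR-217 without miR-375. miR-217 was higher in TC than in PC by 1.45 on the log2(CPM + 0.5) scale (3.97 ± 2.02 and 0.932 ± 0.257 CPM, SD, n = 5, exact permutation test, two-sided, p = 0.0397) and in TQ at 2.47 CPM (exact permutation test against PC, p = 0.00794). Exocrine pancreatic tissue, which in fish can be spread over other organs, may be a source, and it cannot be told apart from expression in muscle by 3 miRNAs at these low levels.

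The other marker lists were compared by exact permutation tests on the log2 of the summed CPM of a list, with 27 tests adjusted together. The most abundant members weigh most in such a sum. The slow muscle list, both arms of miR-499, was higher in TC and PC than in TQ by 2.08 and 1.86 (adjusted p = 0.0390 each). The leukocyte list was lower in PC than in TQ by a difference of -0.51 (adjusted p = 0.0306), in 5 of 5 members, and differed by 0.44 in TC vs. PC (adjusted p = 0.0306) with members in both directions. The erythroid list was higher in TC than in PC by 1.25 (adjusted p = 0.0390), in 3 of 3 members, one of them at 8 counts. Liver, with miR-122 alone at genotype means of 6.56 to 15.8 CPM, was higher in TC and PC than in TQ by 1.19 and 1.13 (adjusted p = 0.0495 and 0.0306). The pancreas list differed by 0.89 in TC vs. PC and -0.63 in PC vs. TQ (adjusted p = 0.0306 each), with members in both directions. The sum for intestinal epithelium, nearly all miR-192, differed by 0.79 in TC vs. TQ and 0.85 in PC vs. TQ (adjusted p = 0.0306 each), while miR-194a, at 47 counts in all, was lower in TC than in TQ. Striated muscle, with miR-1 and miR-206-3p, was higher in TC and PC than in TQ by 0.63 and 0.30 (adjusted p = 0.0495 and 0.0390). Epidermis did not differ (adjusted p from 0.729 to 0.969), and the 4 endothelium loci had 0 counts, so that list could not be compared. Counting lists with 2 or more detected members all in 1 direction, 3 passed among those of other tissues. The lists are short, several hold miRNAs that muscle expresses or that the paper calls DE, and other tissue in the samples cannot be told apart from a difference in muscle, since no test separates them.

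miR-199-3-3p and miR-199-3p have similar sequences, so reads moving between them may lower miR-199-3-3p in TC. The loss of miR-199-3-3p was 0.756% of the level of miR-199-3p, whose SD within genotypes of 2239 CPM hides a gain of 102 CPM, so this cannot be told apart at this spread. For miR-10a-5p, reads lost from its relative miR-10c-5p would lower that miRNA in TC. The log2FC of miR-10c-5p was 0.29 (SE 0.22) in TC vs. PC and 0.70 (exact permutation test, p = 0.0159) in TC vs. TQ, which argues against such a loss. Reads counted for both miRNAs would instead raise both, and both had a positive log2FC in TC vs. TQ, so sharing of that kind stays open.

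The split of upregulated and downregulated loci in TC vs. TQ moved with the scaling. miR-199-5p and miR-100-5p take most of the counts, and could set the total. With their copies left out of the totals the median log2FC was -0.26, against -0.38 with all counts and 0.03 with TMM scaling, which argues against these miRNAs as the whole cause. What moves the totals of the other loci was not resolved.

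PC replicate 4 moved the number of DE miRNAs PC vs. TQ most, from 21 to 38 when it was left out. A mislabelled fish would lie on the TQ side of the midpoint between the genotypes. It did so at 16 of the 38 loci called without it, where the other 9 PC and TQ fish lay on the side of the other genotype at 0 to 9 of their loci, highest in PC replicate 5 (9 of 28). It was the 1 fish nearer to another genotype mean. At the other loci it lay on its own side, and a wrong label, mixed tissue or a fish that differs cannot be told apart by these values. Its total count of 4769153, the median of PC, argues against low depth. The fish was kept in all main results.

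Loci that differ between the parents may do so through a sequence that differs from the Danio rerio reference in 1 parent and loses reads in alignment. A hybrid with 1 copy from each parent would then lie at the linear mean of the parents. Of 21 DE loci PC vs. TQ, TC lay over 2 standard errors from that mean at 9, where simulation gave a mean of 1.71 and a 95th percentile of 4, which argues against this explanation for those loci. At the other 12 it stays open, since no sequence of the parents was used here. The median position of TC was 0.512 on a scale from TQ at 0 to PC at 1, with a range from -0.48 to 1.30, and 6 loci lay outside the range of the parents' means.

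If the level of a precursor set that of its arms, both arms would change together. Over 21 precursors with both arms tested, which are not independent replicates, the log2FC of the arms had a Pearson r of 0.71 in TC vs. PC (permutation p = 0.00061, adjusted over 3 contrasts 0.00183, Spearman rho 0.38, p = 0.088), 0.63 in PC vs. TQ (p = 0.0043, adjusted 0.00645, rho 0.22, p = 0.32) and 0.18 in TC vs. TQ (p = 0.43, rho -0.21, p = 0.36). Without the 2 precursors farthest from the median, r was 0.57, 0.087 and -0.41, so the relation in PC vs. TQ rests on those precursors. Control at the precursor may hold for some pairs, and it cannot be told apart from separate changes of the arms with 21 precursors.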
